# Identification of whole blood mRNA and microRNA biomarkers of tissue damage and immune function resulting from amphetamine exposure or heat stroke in adult male rats

**DOI:** 10.1371/journal.pone.0210273

**Published:** 2019-02-19

**Authors:** Luísa Camacho, Camila S. Silva, Joseph P. Hanig, Robert P. Schleimer, Nysia I. George, John F. Bowyer

## Abstract

This work extends the understanding of how toxic exposures to amphetamine (AMPH) adversely affect the immune system and lead to tissue damage. Importantly, it determines which effects of AMPH are and are not due to pronounced hyperthermia. Whole blood messenger RNA (mRNA) and whole blood and serum microRNA (miRNA) transcripts were identified in adult male Sprague-Dawley rats after exposure to toxic AMPH under normothermic conditions, AMPH when it produces pronounced hyperthermia, or environmentally-induced hyperthermia (EIH). mRNA transcripts with large increases in fold-change in treated relative to control rats and very low expression in the control group were a rich source of organ-specific transcripts in blood. When severe hyperthermia was produced by either EIH or AMPH, significant increases in circulating organ-specific transcripts for liver (*Alb*, *Fbg*, *F2*), pancreas (*Spink1*), bronchi/lungs (*F3*, *Cyp4b1*), bone marrow (*Np4*, *RatNP-3b*), and kidney (*Cesl1*, *Slc22a8*) were observed. Liver damage was suggested also by increased *miR-122* levels in the serum. Increases in muscle/heart-enriched transcripts were produced by AMPH even in the absence of hyperthermia. Expression increases in immune-related transcripts, particularly *Cd14* and *Vcan*, indicate that AMPH can activate the innate immune system in the absence of hyperthermia. Most transcripts specific for T-cells decreased 50–70% after AMPH exposure or EIH, with the noted exception of *Ccr5* and *Chst12*. This is probably due to T-cells leaving the circulation and down-regulation of these genes. Transcript changes specific for B-cells or B-lymphoblasts in the AMPH and EIH groups ranged widely from decreasing ≈ 40% (*Cd19*, *Cd180*) to increasing 30 to 100% (*Tk1*, *Ahsa1*) to increasing ≥500% (*Stip1*, *Ackr3*). The marked increases in *Ccr2*, *Ccr5*, *Pld1*, and *Ackr3* produced by either AMPH or EIH observed *in vivo* provide further insight into the initial immune system alterations that result from methamphetamine and AMPH abuse and could modify risk for HIV and other viral infections.

## Introduction

Life-threatening hyperthermia is a serious toxic effect of amphetamines, including amphetamine (AMPH) and methamphetamine (METH), in both humans and laboratory animals [1–5]. In laboratory animals, the magnitude of hyperthermia correlates directly with the severity of neurotoxicity produced by AMPH and METH [6–9]. More recently, amphetamine-related damage to brain vasculature, liver, and kidney, and activation of the innate immune system have been implicated in exacerbating the neurotoxicity produced by amphetamines [10–14]. These effects are likely due, in part, to a hyperthermic response produced by amphetamines. This hyperthermic response is very similar to what occurs in heat stroke [15–18]. However, the effects of amphetamines and stress on neuroinflammation, and how this interaction may alter the neurotoxicity produced by amphetamines are complex and still being evaluated [19–23].

MicroRNAs (miRNAs) are small, 20–24 nucleotide-long endogenous non-coding RNAs that play an important role in the control of gene expression [24–26]. miRNA profiles vary by tissue and can be modulated by the onset and development of toxicities and diseases [27]. They are stable in biofluids, including blood, and the relative concentrations of specific circulating miRNAs are altered upon damage to different organs (e.g. liver, kidney, and heart) or after modulation of the immune system [27, 28]. Thus, several reports indicate the potential of circulating miRNAs as biomarkers of disease or toxicity [29, 30].

We hypothesize that many of the AMPH-produced adverse changes seen in the neuroimmune system [19, 20, 22, 23, 31, 32] will be reflected also in similar immune system changes in circulating blood, such as activation of the innate immune system. In addition, we thought it would be likely that both miRNA and mRNA transcripts would be present in the blood also as a result of AMPH-induced damage to liver, muscle, kidney, and pancreas. Detection of such miRNAs and mRNAs could provide additional biomarker candidates of the toxicity of AMPH and METH. Finally, it was hoped that the results of this study would help to clarify further how activation of immune system components in the circulating blood and damage of the brain vascular due to amphetamine may alter neuroinflammation, neurotoxicity, and infection [33–35].

The present study identifies the initial/early changes in mRNA and miRNA in circulating whole blood to address several issues, including the differences in the neurotoxicity and magnitude of the initial innate immune response between hyperthermic and non-hyperthermic exposures to AMPH, not determined in previous research. Messenger RNA and miRNA profiling was performed using both RNA sequencing (RNA-seq) and quantitative reverse transcription real-time polymerase chain reaction (RT-qPCR). An emphasis has been placed on determining the miRNA and mRNA expression changes, due to high level AMPH exposure, that affect immune function.

Portions of the mRNA RNA-seq data have been used in previous studies for three different research goals: 1) to develop RNA-seq outlier methodology [36]; 2) to evaluate the stability of RNA-seq gene expression [14]; and 3) to evaluate a multi-class classifier for RNA-seq data using a computational evolution system [37]. However, the miRNA expression data and their relevance to AMPH toxicity and the analysis of the mRNA expression changes have not been published before. As well, blood RNA-seq data related to hyperthermia alone (EIH) or a normothermic AMPH exposure have not been previously evaluated with respect to the entire transcriptome profiles and which transcripts are significantly changed by treatment. The present manuscript compares four treatment groups (new analysis) to better understand the range of amphetamine toxicities that can be produced. Because exposure to high doses of AMPH results in hyperthermia, inclusion of a normothermic AMPH group (kept in a 16°C environment to avoid hyperthermia) and an EIH group (which caused severe hyperthermia) enabled the determination of the non-hyperthermic- and hyperthermic-mediated effects of a neurotoxic AMPH exposure, which has not been previously reported. Finally, we have identified organ specific miRNA and mRNA transcripts in blood species that are potential biomarkers of toxicity (not previously reported).

## Materials and methods

### Animal dosing and sacrifice

This study was conducted in accordance with the Guide for the Care and Use of Laboratory Animals as adopted and promulgated by the National Institutes of Health. Animal procurement and testing was done under protocols E7295 and E7519 (issued to John Bowyer) approved by the NCTR institutional animal care and use committee (IACUC), accredited by NIH-OLAW. Nine- to ten-week-old (≈ 65 days) male Sprague-Dawley rats, ninety-five in total, were obtained from the Charles River Laboratories [Crl:CD(SD)], and received unique tail tattoos for identification after arrival at NCTR. Prior to testing, rats were housed two per cage with food and water available ad libitum, and kept on a daily 12 hr light cycle with lights on at 6:00 a.m. and off at 6:00 p.m. The environmental temperature (23°C) and humidity (53%) were controlled. The rats were tested between 12 and 13 weeks of age (≈ 87 days old).

Dosing occurred over a 6 h period starting at ≈ 8:00 a.m. and ending at ≈ 2:00 p.m. AMPH-exposed animals were given a sequential exposure to 5, 7.5, 10, and 10 mg AMPH/kg body weight (bw) subcutaneously with 2 hr between each dose. The AMPH hyperthermic (AMPH hyper) animals were dosed in a 23 to 24°C environment and AMPH normothermic (AMPH normo) animals were exposed in a 16°C environment. The D-amphetamine sulfate (Sigma-Aldrich, St. Louis, MO) was dissolved in normal saline for subcutaneous injection (1 ml/kg bw per injection). This AMPH dosing paradigm was very similar to an acute METH dosing paradigm that is often used to produce neurotoxicity [25, 26]. The saline control animals received 4 subcutaneous injections of 1 ml/kg bw each in a 23°C environment, and the EIH animals received 4 subcutaneous saline injections of 1 ml/kg bw each in a 39°C environment. In all groups, the behavior and body temperature of each rat was monitored hourly and until 3 hr after the last dose. The lethal effects of hyperthermia and hyperpyrexia can occur with AMPH when body temperatures exceed 41.5°C for more than 30 min. This was prevented by placing the animals unrestrained on crushed ice for 15 to 30 min in a clean plastic cage to drop their temperatures to below 40.0°C, as previously reported [38].

All the data for mRNA expression and miRNA expression determined by RT-qPCR for the four treatments were obtained from three replicates of the same experiment conducted over a 1.5-year period. The multiple replications were to ensure that any significant effects seen in transcript expression would be robust and reproducible over time. A forth additional experiment was conducted, which included only three dosing groups: saline given at 23°C (control), saline given in a cool 16°C environment, and AMPH hyper group. This final experiment was conducted approximately 4 months after the first three replicates. The cool control group was tested due to concerns that there might be a remote possibility of the cool environment affecting mRNA and miRNA profiles relative to the 23°C environment. Blood from the control and AMPH hyper groups were used in a previous publication to help determine the stability of RNAseq transcriptome (Group 4 data in Fig 1) and leukocyte subtype levels [36]. Total RNA from some of the control and AMPH hyper groups in this last experiment were used to generate a sufficient number of animals (n = 7 for both groups) to use RNAseq techniques to quantify blood miRNA levels. This was necessitated to due to depletion of the total RNA in the control and AMPH hyper groups in the first three replicate experiments, due to the RNAseq and RT-qPCR miRNA analysis processes.

**Fig 1:**
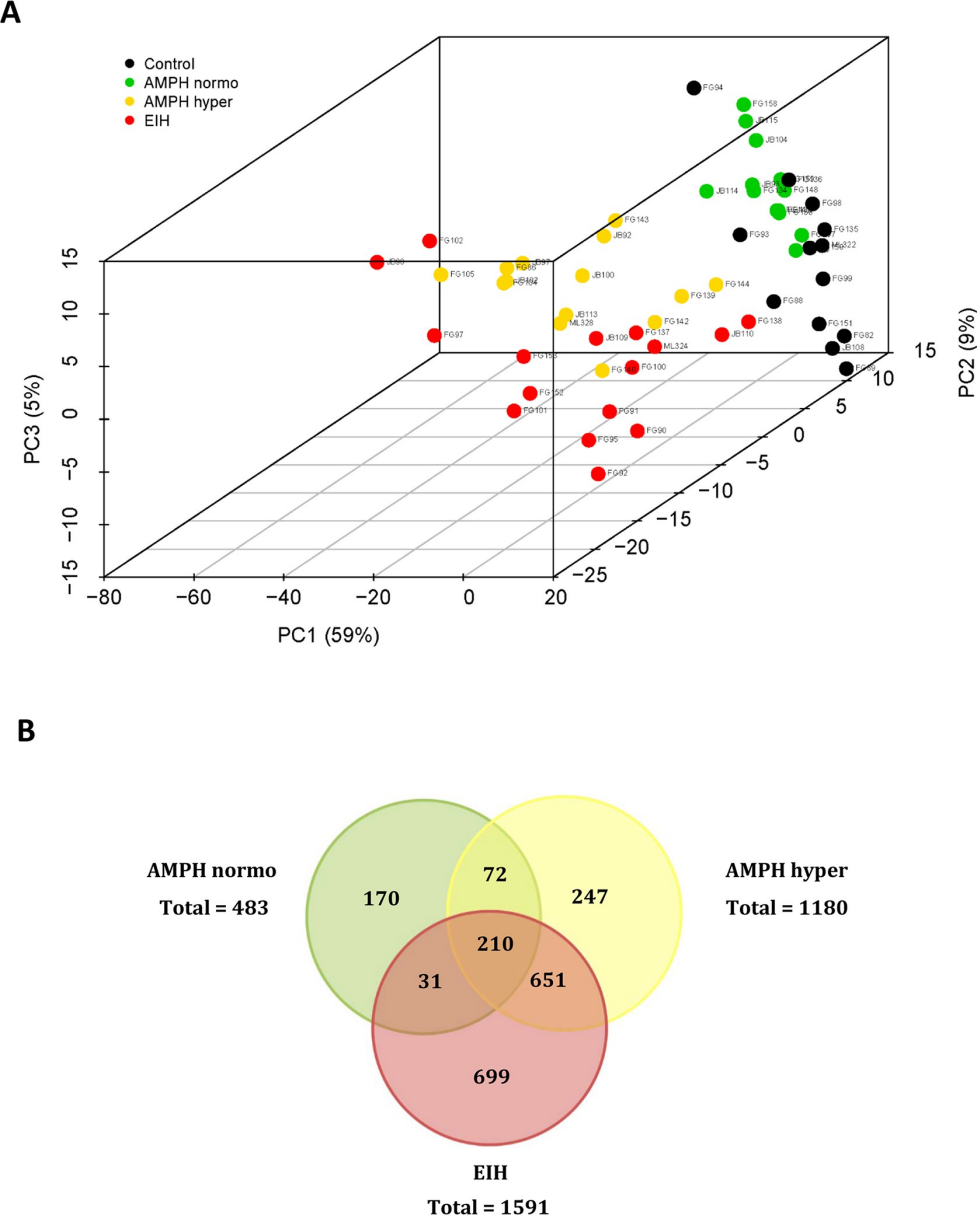
PCA and venn diagram analysis. **A.** Principal component analysis score plot (3 principal components) of AMPH normo, AMPH hyper, EIH, and control treatment groups. **B.** Venn diagram showing the overlap of significant transcripts between the three main pairwise comparisons based on RNA-seq data analysis.

### Collection and processing of cardiac blood

Rats were sacrificed 3 hr after the last dose, between 4:00 p.m. and 5:00 p.m., with a lethal dose of approximately 150 to 300 mg/kg i.p. injection of pentobarbital. This resulted in very slow and shallow respiration and no response to pain stimuli, within 3 min. At that point, 3 to 5 ml of cardiac blood was withdrawn from the heart using an 18-gauge needle attached to a 5 ml syringe, and the rats were then euthanatized by decapitation. Approximately 1 ml of the blood was immediately separated into three 300–400 μl aliquots, frozen on dry ice in cylindrical foil capsules, and stored at -70°C for later mRNA and miRNA profile analyses. One ml of the blood was placed on ice (1 to 2 hr) and serum was separated by centrifugation and stored at -70°C until analysis. For many of the controls and AMPH hyper animals, 1 ml of blood was placed in a 2 ml centrifuge tube with EDTA (10 mM final concentration) to determine blood cell type numbers, as previously described [14]. Data on the blood cell counts have been previously reported [14]. Any remaining blood was prepared as previously described for RNA isolation.

### RNA isolation for mRNA and miRNA analyses

Total RNA isolation was performed using RNAzol BD (Molecular Research Center, Inc., www.mrcgene.com) [9] with modified procedures for frozen blood, as previously described [14]. Approximately 300 to 400 μl of frozen whole blood was used for RNA isolation. The final total cellular RNA recovered ranged from 5 to 25 μg and was stored at -70°C. Two to four μl of each aliquot were set aside for purity analysis using an Agilent 2200 TapeStation System (Agilent Technologies, Palo Alto, CA) and the quantity and purity of the RNA were assessed using a Nanodrop ND-8000 instrument (Thermo Scientific). RNA was isolated from 50 μl of serum using a MagMAx mirVana total RNA isolation kit and a King Fisher Flex purification system (Thermo Scientific).

A frozen aliquot of whole blood total RNA was shipped overnight on dry ice to Expression Analysis Inc. (EA; Durham, NC) for globin transcript removal and whole transcriptome sequencing. Alpha- and beta-globin mRNA were substantially depleted from total RNA samples using a GlobinClear-Mouse/Rat kit (Applied Biosystems, Foster City, CA) (for details see [14]). The final globin mRNA-depleted RNA samples were quantitated by spectrophotometry using a NanoDrop ND-8000 (Thermo Scientific, Waltham, MA).

### mRNA quantitation

#### Transcript quantification in whole blood by RNA-seq profiling

Transcript expressions were determined by EA with their NGS sequencing methods, as previously described [14]. Briefly, EA used the globin mRNA-depleted RNA samples to create cDNA libraries using the TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA). Sequencing by synthesis methods, as implemented via Illumina technology, were used to generate the RNA-seq data. Fifty bp paired-end and strand-specific sequencing was performed on an Illumina platform generating 25–35 million reads per sample.

Quality control files contained read length and depth results (before and after clipping), presence of artifact/duplicate sequences, distribution of base quality, and base frequency by sample. Also, flow cell total yield, pass-filter reads, barcode quality, alignment summaries, and number of genes detected were determined. The basecall files were converted to fastq files using CASAVA 1.8.2. The fastq files were clipped using fastq-mcf with the parameters “—max-ns 4—qual-mean 25 -H -p 5 -q 7 -l 25” [39]. The fastq files were aligned to the rat Ensembl release 70 transcriptome (rn5) using bowtie 0.12.9 with the parameters “-e 500 –m 100 –chunkmbs 256”. The alignments were quantified using RSEM v 1.2.0 with no special parameters.

The RNA-seq data used in this study can be downloaded from NCBI GEO files GSE62368 and GSE64778. The IDs of the individual animals used in each group and assay are shown in Table 1. An additional set of samples was used to assess whether controls in a cool (16°C) environment responded similarly to controls in a 23°C environment. This set included three treatment groups: control (23°C environment), cool control (16°C environment), and AMPH hyper (S1 Table). There were no apparent differences in body temperature and expression profiles between the 16°C and 23°C control groups, including transcripts ascribed to organ damage or important immune-related genes (S1 and S2 Figs, and data not shown). Hence, all treatment comparisons, including of the AMPH normothermic group, were conducted relative to the 23°C control group.

**Table 1:** List of animal IDs included in mRNA and miRNA analyses.

	Animals used to determine RNA-seq profiles in whole blood		Animals used to determine the miRNA profiles in whole blood	
Treatment Group	Individual Animal IDs ^a^^,^^b^	Sample Size	Individual Animal IDs ^c^	Sample Size
**Control** **(saline given in a 23°C environment)**	ML322, JB108, FG82, FG88, FG89, FG93, FG94, FG98, FG99, FG135, FG136, FG150, FG151	13 (12)	ML322, FG82*, FG88*, FG89*, FG93*, FG98, FG135*, FG136*, FG150*, FG151*	**6** (10, 8*)
**AMPH normo (AMPH given in a 16°C environment)**	JB93, JB104, JB114, JB115, FG132, FG133, FG134, FG145, FG147, FG148, FG157, FG158, FG159	13 (13)	JB93, FG132*, FG134*, FG145*, FG147*, FG148*, FG157*, FG158*, FG159*	**6** (9, 8*)
**AMPH hyper (AMPH given in a 23°C environment)**	ML328, JB92, JB97, JB100, JB102, JB113, FG86, FG104, FG105, FG139, FG140, FG142, FG143, FG144	14 (12)	**ML328**, **JB100**, JB102*, FG86*, FG104*, FG105*, FG139*, FG140*, FG142*, FG143*, FG144*	**6** (11, 9*)
**EIH** **(saline given in a 39°C environment)**	ML324, JB90, JB109, JB110, FG90, FG91, FG92, FG95, FG97, FG100, FG101, FG102, FG137, FG138, FG152, FG153	16 (15)	**ML324, JB110**, FG90*, FG91*, FG92*, FG95*, FG97, FG100*, FG101*, FG137*, FG138*, FG152*, FG153*	**6** (13, 10*)

^a^ IDs are the same as listed in the GSE62368 and GSE64778 files

^b^ Underlined IDs, blood samples were used in follow-up RT-qPCR analyses. The remaining samples had insufficient RNA to be analyzed by RT-qPCR.

^c^ **Bold IDs**, blood samples used in TLDA and follow-up RT-qPCR analyses; IDs followed by *, serum samples used in RT-qPCR analyses. Serum samples were not available for all animals for which blood miRNAs were quantified by RT-qPCR, but the findings using all blood samples available or only the same sub-set of samples for which serum was also available were similar.

#### mRNA transcript quantification by quantitative reverse transcription–real-time polymerase chain reaction (RT-qPCR)

Reverse transcription of 500 ng of whole blood RNA was performed using random hexamers primers and SuperScript IV Reverse Transcriptase, followed by a digestion step at 37°C with *E*. *coli* RNase H (Invitrogen, Carlsbad, CA), following the manufacturer’s protocol. The cDNA was diluted 1:40 with nuclease-free water (Life Technologies, Foster City, CA) and used as a template in the qPCR assays. The expression of selected genes, identified as of interest based on the RNA-seq data, was quantified by qPCR in whole blood (n = 12-15/treatment group) using iQ SYBR Green Supermix and a CFX96 instrument (Bio-Rad Laboratories, Hercules, CA) and primers pairs designed using the NCBI Primer-BLAST software (S2 Table). The PCR cycling conditions were 1x 95°C for 10 min and 40x (95°C for 15 sec and 60°C for 1 min), followed by repetitive cycles of 5 sec starting at 65°C and incrementing in temperature by 0.5°C/cycle until 95°C to determine the melting curve data. Each primer pair yielded a single peak in the melting curve. Nuclease-free water (Life Technologies), instead of cDNA template, was added to the no-template control qPCR. Two independent qPCRs were performed to quantify the expression level of the endogenous control gene and the average of the two runs was used to normalize qPCR data.

### miRNA quantitation

#### RT-qPCR methods for miRNA analysis

cDNA was synthesized by using a TaqMan MicroRNA Reverse Transcription Kit (Life Technologies). Two-hundred nanograms of whole blood RNA or 3μL serum RNA were reverse-transcribed by using MegaPlex RT primers 10x, Rodent Pool A (Applied Biosystems) and MultiScribe™ Reverse Transcriptase, following the manufacturer’s instructions. RT product was pre-amplified (12 cycles) with MegaPlex™ PreAmp primers 10x (Applied Biosystems), according to the manufacturer’s protocol.

The expression level of 381 miRNAs was quantified by qPCR in whole blood (n = 6/treatment group) using TaqMan Low Density Arrays (TLDA Rodent microRNA Array A, Applied Biosystems). The TLDA cards were run in an ABI 7900HT Fast Real-Time PCR System (Applied Biosystems), following the manufacturer’s recommended qPCR cycling parameters. The amplification curves were analyzed using Sequence Detection Systems (SDS) software, version 2.4.1 (Applied Biosystems). A subset of miRNAs (n = 9) was selected based on the TLDA screening data and quantified by RT-qPCR in whole blood (n = 9-13/treatment group) and in available serum samples from the same animals (n = 8-10/treatment group). cDNA was synthesized and pre-amplified as described above and used as a template in qPCR reactions, which further included TaqMan Universal PCR Master Mix II, No AmpErase UNG, and a miRNA-specific TaqMan Small RNA assay (Life Technologies). Data were collected using a 7900HT instrument (Applied Biosystems), following the manufacturer’s protocol. S3 Table lists the TaqMan Small RNA assays used.

#### RNAseq methods for miRNA analysis

A total of 14 RNA samples (control = 7 and AMPH hyper = 7) was sent to EA genomics (http://www.q2labsolutions.com/genomics-laboratoriesR). Their RIN number ranged from 7.0 to 9.3, with the control values of 8.3 ± 0.7 and AMPH hyper values of 8.4 ± 0.8 (mean ± SD). Sequencing libraries were created using an adaptation of the Illumina TruSeq Small RNA method. Briefly, single stranded adenylated DNA adapters were added to the 3’-hydroxyl group of the sample RNAs using T4 RNA Ligase 2, deletion mutant enzyme. This enzyme prevents ligation of the adapter to the 5’ end due to the absence of ATP. 5’ adapters were then added to the 5’-phosphate using T4 RNA Ligase in the presence of ATP. Following adapter ligation, single stranded cDNA was created by a reverse transcription reaction. The cDNA was then PCR amplified for 14 cycles using a common sequencing primer and an indexed primer that is unique to each sample. The cDNA libraries were then size selected using the Pippin HT to ensure sequencing of small RNAs from 15–35 base pairs. The resulting libraries were quantified, normalized, and pooled in preparation for sequencing. Ten million reads per sample were generated from the libraries. The methods developed were designed to greatly enrich the microRNA (miRNA) portion of an RNA fraction. This size-specific enrichment allows for an enhanced ability to detect small non-coding RNAs and possibly degraded fragments of longer RNA.

### Data analysis

The RNA-seq by Expectation-Maximization (RSEM) [40] data generated by EA were rounded to produce count-based expression values. In total, 14,190 transcripts were included in the final analysis. Transcript-level outliers in each treatment group were identified by the iLOO [36]. and replaced with the trimmed mean. All reports of mean expression summarize DESeq2 normalized counts [41]. DESeq2 was also used to carry out differential expression analysis. Transcripts were deemed significant based on the following criteria: adjusted p-value (False Discovery Rate, FDR) < 0.05 and treatment mean must exceed DAFS global cutoff for low expression [14] or at least one of the two groups in pairwise comparison testing.

NormFinder [42] implemented in the R package NormqPCR [43] was used to identify the most stable miRNA from the TLDA screening data. NormFinder measures expression stability using model-based methods that account for both within and between-group variation. *miR-148a* was identified as the most stable miRNA and used as the endogenous control for miRNA data normalization. In previous work, *Rpl22* was identified as the most stably expressed transcript in mRNA expression data [14] and hence used as the endogenous control for normalization of the mRNA qPCR data. The relative levels of miRNAs and mRNAs in whole blood quantified by RT-qPCR were calculated using the comparative ΔΔCt method [44]. One-way ANOVA was used to evaluate the significance of five planned pairwise comparisons: AMPH normo, AMPH hyper, and EIH to control, AMPH hyper to AMPH normo, and AMPH hyper to EIH. An FDR-adjusted p-value < 0.05 was considered statistically significant. All analyses were carried out in R (http://www.r-project.org).

Pathway analysis was performed using the Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood City, CA) software v7.1, which uses Fisher’s exact test to determine the likelihood of an association between significantly expressed transcripts and pathways of interest being due to random chance. Fold-change data (treated versus control) were uploaded to IPA to identify significantly enriched signaling and metabolic canonical pathways in the current data based on the Ingenuity Knowledge Base. Genes with an FDR-adjusted p-value < 0.05 and a │fold-change│ ≥ 2 versus control were analyzed. Pathways were evaluated based on a p-value to assess the significance of overlap between molecules from the dataset and literature and a z-score to assess whether a pathway is activated (z-score≥2.0) or inhibited (z-score≤-2.0). Ranked results from top canonical pathways meeting: p-value<0.01,│z-score│≥2.0, and containing at least three focus molecules, were queried for functional annotations and over-representation to facilitate biological interpretation of selected gene lists.

## Results

### Body temperatures and survival

Approximately 5% to 10% of the treated animals in both the AMPH hyper and EIH groups were not used in the study because they were moribund, had blood glucose levels less than 25 mg/dL, or did not become sufficiently hyperthermic. The remaining animals were considered suitable for mRNA and miRNA analysis of whole blood, and over 85% of these animals would have been expected to have a long-term survival after their exposures. There were no overwhelming differences between body temperature profiles of the AMPH normothermic and control groups (S1 Fig). Both the EIH and AMPH hyper groups had higher body temperatures compared to the AMPH normothermic and control groups, but there were no apparent differences in the temperature profiles between the EIH and AMPH hyper groups. However, the AMPH hyper group needed from two to five cooling “sessions” (depending on the individual rat) to protect against lethal hyperthermia, while the EIH group required only one or two sessions. Thus, the body temperature of the AMPH hyper animals dropped below 40°C two to five times between the 3^rd^ and 9^th^ hr after the start of dosing, while this only occurred once or twice in the EIH group.

### RNA-seq differential expression analysis

Principal component analysis (PCA) was performed on ‘regularized log’ transformed RNA-seq data for the AMPH normo, AMPH hyper, EIH, control, and cool control treatment groups; the results are shown in S2 Fig. The cool control animals are surrounded by most of the main “core” of the control group. This suggests there is very little effect on the transcriptome due to a cool environment. It is also obvious that there are a few conspicuous outliers in several treatment groups. These outliers and the cool control group were removed and a PCA was subsequently performed on ‘regularized log’ transformed RNA-seq data for the AMPH normo, AMPH hyper, EIH, and control treatment groups.

A PCA score plot (3 principal components) is presented in Fig 1A. Treatment groups are summarized in S4 Table, where the mean and standard error of the DESeq2 normalized data are presented. A complete list of differentially expressed transcripts (i.e., FDR-adjusted p<0.05) for AMPH normo, AMPH hyper, and EIH relative to control is provided in S5 Table. The number of transcripts that were differentially expressed by at least 2-fold when comparing AMPH normo, AMPH hyper, and EIH to the control was: 483 (AMPH normo), 1180 (AMPH hyper), and 1591 (EIH) (Fig 1B). In addition, the list of differentially expressed transcripts between AMPH hyper relative to AMPH normo and EIH groups is provided in S6 Table. Of the differentially expressed transcripts, there were 820 and 182 differentially expressed transcripts with FC>2 when comparing AMPH hyper to AMPH normo and EIH, respectively.

Pathway analysis of the significant transcripts from the five pairwise comparisons was used to determine important changes produced by AMPH and/or hyperthermia (EIH). The canonical pathways significantly affected by treatment and the predicted direction of change for each pathway suggested a similar profile for the AMPH hyper and EIH groups (Fig 2). The number of pathways altered by the AMPH normo group relative to control was smaller than in the other two treatment groups. Moreover, their predicted activation/inhibition score tended to be smaller when compared to the controls (Fig 2 and S7 Table). Several pathways related to inflammation, including acute phase response and IL-6 and IL-8 signaling pathways, were activated in all treated groups relative to control. The LXR/RXR activation pathway was activated to a similar extent in AMPH hyper and EIH groups relative to control, while LPS/IL-1-mediated inhibition of RXR function pathway was inhibited in these two groups. Signaling pathways related to integrin-linked kinases and Rho GTPases, TFG-β, JAK/Stat, and actin cytoskeleton, all of which are involved in cell proliferation, migration, and apoptosis, were activated in the EIH group, and to a lesser extent in the AMPH hyper group, relative to control. In addition, the antioxidant action of vitamin C was inhibited, while the production of nitric oxide and reactive oxygen species in macrophages was activated (Fig 2 and S7 Table).

**Fig 2:**
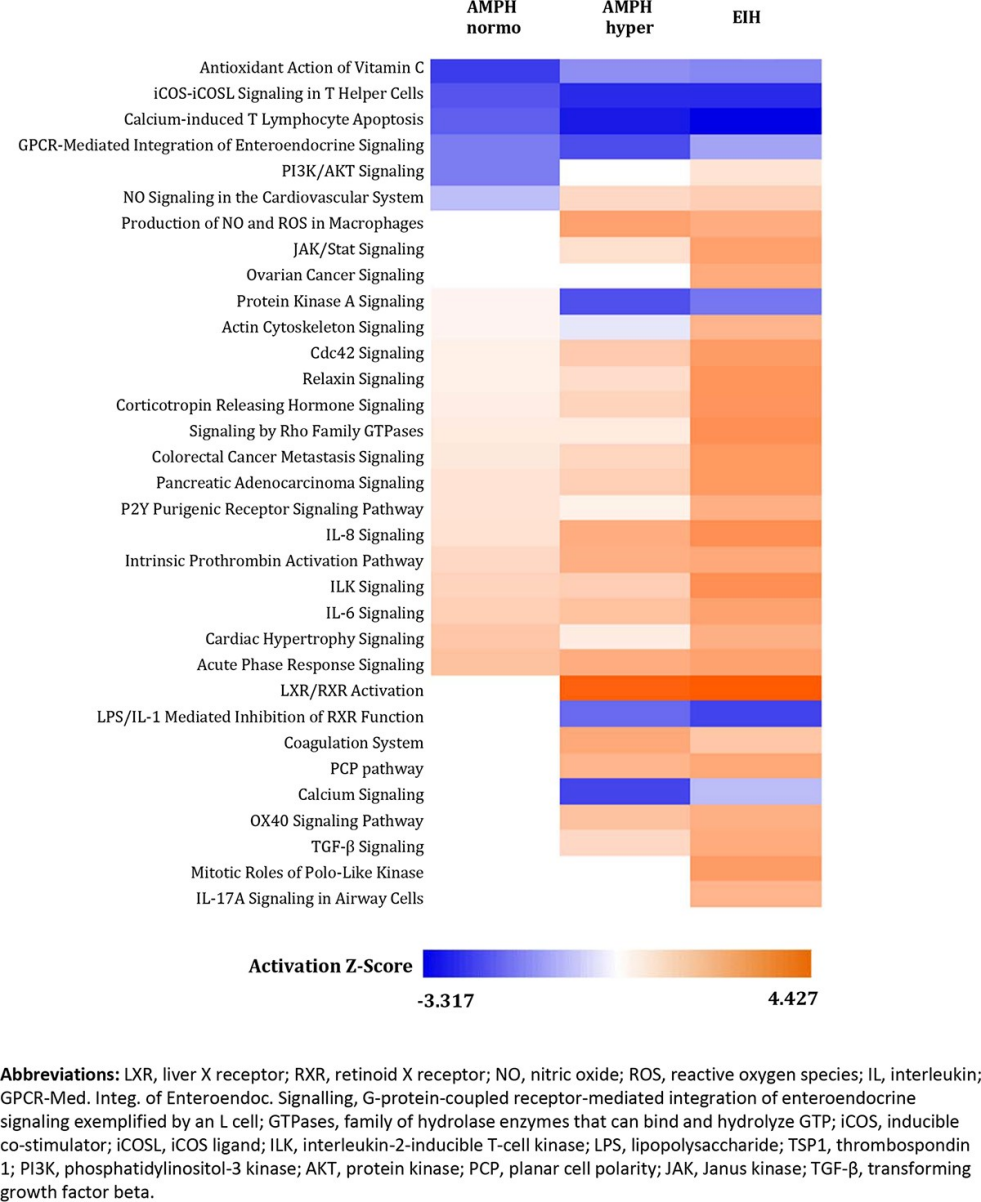
Heatmap displaying significant canonical pathways identified in the treatment groups of whole blood. The treatment groups AMPH normo, AMPH hyper, and EIH groups relative to control, and of AMPH hyper relative to AMPH normo and EIH were analyzed using the Fisher’s exact test at p<0.01. The color gradient reflects the predicted direction of change for each pathway, based on regulation z-score, where blue represents inhibited and orange represents activated.

### White blood cell-specific mRNAs among treatment groups

BioGPS [45] was used to determine the white blood cells (WBC) cell-type-specific genes shown in Fig 3 (monocytes), Fig 4 (T-cells), and Fig 5 (B-cells). Their origin was primarily determined using the available human and mouse transcriptomes. The transcriptome profiles in WBC cell-types for the mouse that are available in BioGPS appeared to correlate well with what was found in the corresponding human WBC cell-types. However, it is our opinion that the publicly available transcript expression references for blood or WBC cell-type in rats is incomplete at present, particularly compared to the human data. We hope these results will help build upon the current rat database for blood- and leukocyte-specific transcripts.

**Fig 3:**
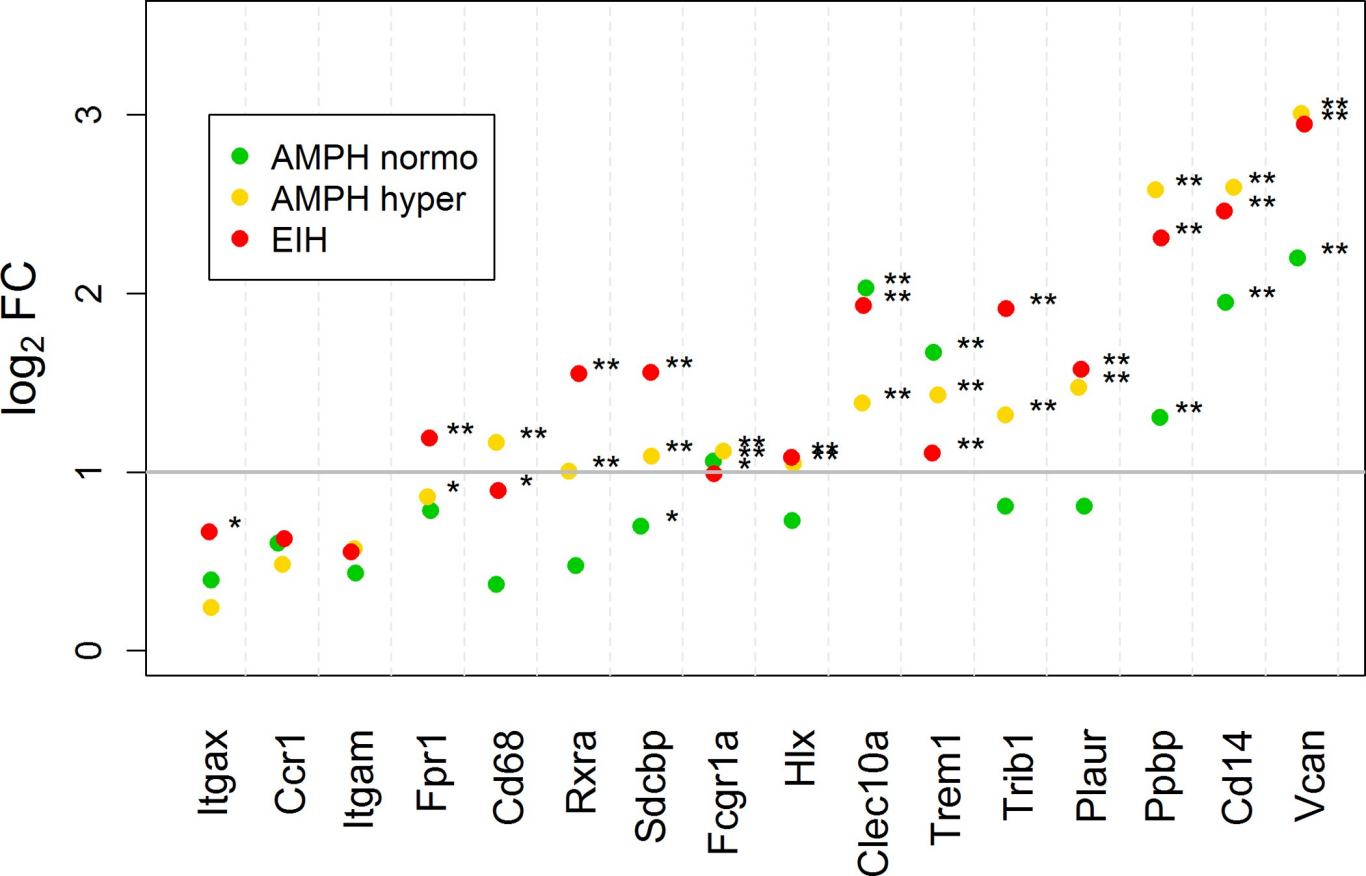
Scatterplot of fold-change expression for monocyte-specific mRNA transcripts in whole blood. The log2 fold-changes for the AMPH normo, AMPH hyper, and EIH groups relative to control are shown. The horizontal gray bar indicates a 2-fold increase in expression compared to control. The subscripts * and ** indicate that the fold-change is significant and exceeds 1.5 and 2, respectively.

**Fig 4:**
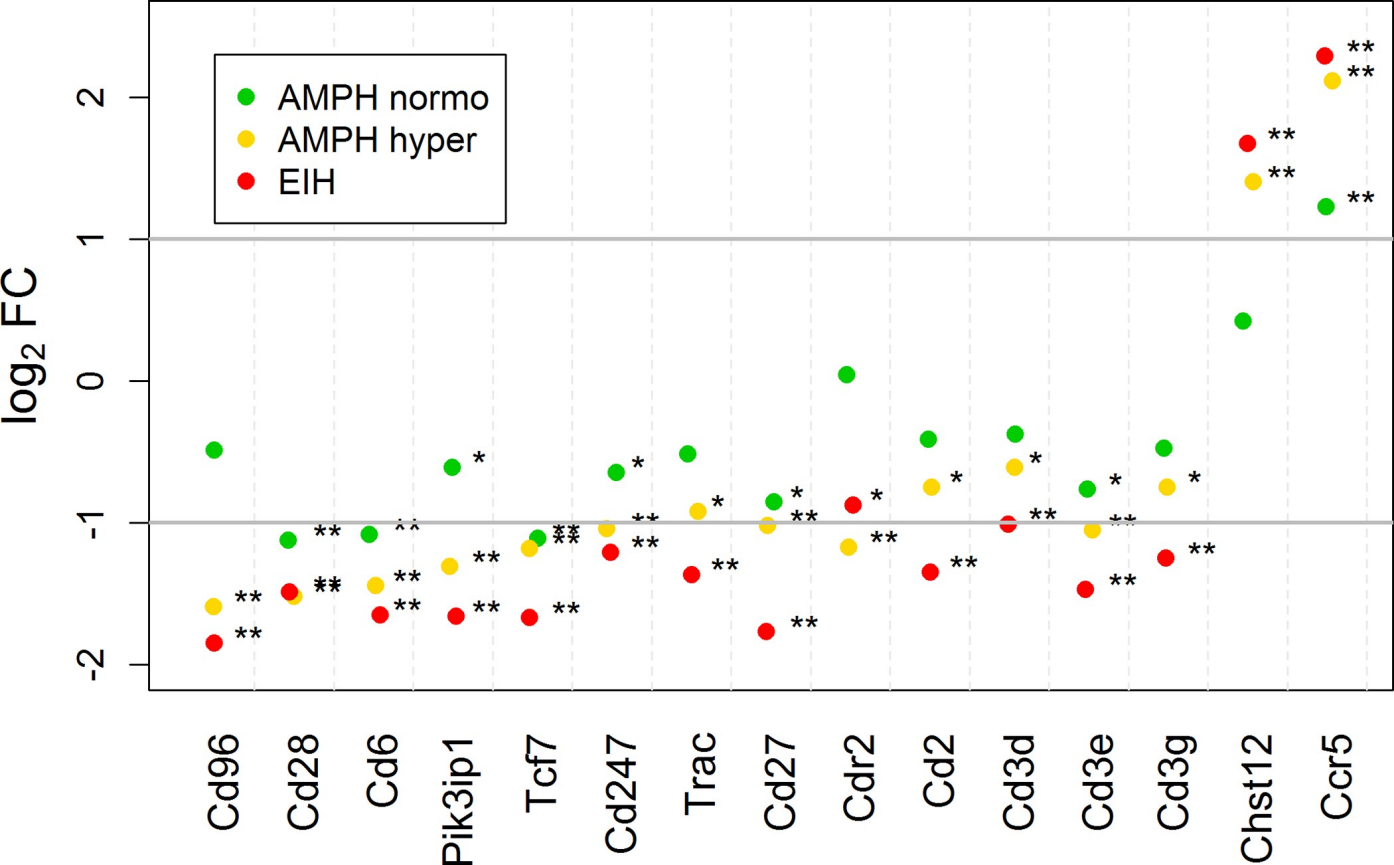
Scatterplot of fold-change expression for T-cell-specific mRNA transcripts in the whole blood. The log2 fold-change for the AMPH normo, AMPH hyper, and EIH groups relative to control are shown. The horizontal gray bars indicate a 2-fold increase and decrease in expression compared to control. The subscripts * and ** indicate that the fold-change is significant and exceeds 1.5 and 2, respectively.

**Fig 5:**
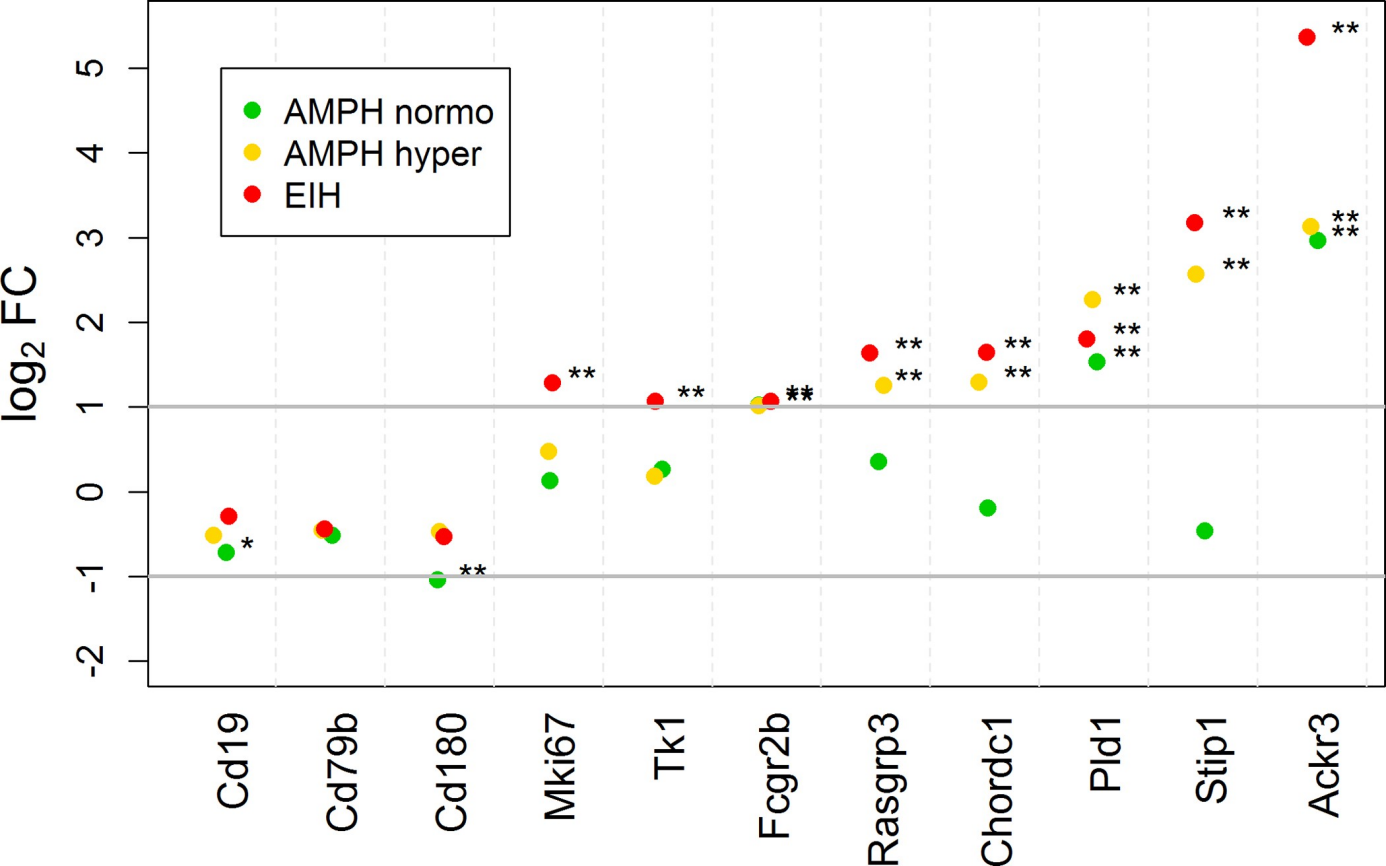
Scatterplot of fold-change expression for B-cell-specific mRNA transcripts in the whole blood. The log2 fold-change for the AMPH normo, AMPH hyper, and EIH groups relative to control. The horizontal gray bars indicate a 2-fold increase and decrease in expression compared to control. The subscripts * and ** indicate that the fold-change is significant and exceeds 1.5 and 2, respectively.

Fig 3 presents the RNAseq log2 FC expression of monocyte-specific transcripts for AMPH normo, AMPH hyper, and EIH relative to control. For many transcripts, AMPH hyper and EIH were elevated by more than 1.5-fold. This is expected in the AMPH hyper group because monocyte counts in the blood were approximately double relative to control [14]. It is likely that this is also true for EIH; however, leukocyte sub-types counts were not determined for the EIH treatment group. In the EIH and AMPH hyper groups, some transcripts, such as *Cd14*, *Clec10a*, and *Vcan*, increased in expression by more than 4-fold. This greater fold-increase is most likely due to an up-regulation of these genes in monocytes already present in the blood, monocytes that entering the blood having a much higher expression of these genes, or a combination of these two possibilities. Our data suggest that hyperthermia was not required for AMPH to increase monocyte-specific transcripts, since several transcripts were significantly expressed by 2- to 4-fold in the AMPH normo group. It was not determined to what extent leukocyte sub-types numbers changed in this group. Interestingly, *Clec10a* and *Trem1* were the only genes that increased to a greater extent in the AMPH normo group. Although not shown in Fig 3, the chemokine fractalkine receptor (*Cx3cr1*, found on monocytes, microglia, and maybe T-cells) paradoxically decreased in all three groups relative to control (S5 Table). RT-qPCR analysis confirmed the increases in fold-changes observed by RNA-seq for the monocyte membrane-associated transcript *Vcan* and *Cd14* for the AMPH groups (S8 Table). RT-qPCR analysis also demonstrated increased expression in these groups relative to control for *Ccr2*, which is another monocyte membrane-associated transcript, but to which there was no alignment in the rat Ensembl release 70 transcriptome (rn5).

Fig 4 shows the magnitude of expression in T-cell-specific transcripts, relative to control, for AMPH normo, AMPH hyper, and EIH. Nearly all, except two transcripts that are not exclusively expressed in T-cells (*Chst12* and *Ccr5*), were down-regulated by 2- to 4-fold in the AMPH hyper and EIH treatment groups. On the other hand, most transcripts specific to B-cells increased by 2- to 5-fold (Fig 5). Also, there was a more than 2-fold increase in immunoglobulin kappa constant (*Igkc*) and joining chain of multimeric IgA and IgM (*Jchain*) immunoglobulin transcripts in the AMPH hyper and EIH groups, but not in the AMPH normo group. These changes in both the T- and B-cells transcripts cannot be accounted for by changes in the blood cell count in the AMPH hyper group (and likely cannot for expression in the other two groups as well) (see Discussion). The reported fold-changes for *Cd3d*, *Cd3g*, *Ccr5*, and *Ackr3*, as determined by RT-qPCR, were similar to the fold-changes determined by RNA-seq (S8 Table).

### Tissue-specific transcripts in whole blood

To detect organ or tissue damage, the RNA-seq data were filtered for transcripts with very low expression in the control group and much higher levels in AMPH normo, AMPH hyper, and EIH. This method also identified some of the heat-shock and stress proteins expected to increase with hyperthermia. The BioGPS web site [45] was used to determine the tissue or organ specificity for the selected transcripts. This was determined by examining the human and mouse transcriptomes. Tissue and organ specificity for rat tissue transcriptome was not heavily relied upon because the data for transcript origins in rats are not complete, particularly with respect to blood.

The top 245 transcripts with the greatest fold-change in the AMPH hyper group relative to the control group generated the initial list of candidate transcripts (S9 Table; transcripts listed in descending fold-change in EIH group versus control). Transcripts were retained if they had an NCBI gene symbol and one or more of the groups had a treatment mean > 13 (DAFS cutoff) (S5 Table). Of the top 35 transcripts, 23 were specific for liver (S9 Table). In fact, over half of the transcripts in the list were specific for liver. Genes present only in pancreas (*Spink1*), bronchi/lungs (*Cyp4b1*), bone marrow (*Np4* [*PRTN3* is analog humans] and *RatNP-3b*), and kidney (*Cesl1* and *Slc22a8*) are also listed. Some of the genes present on the list are likely related to WBCs (e.g., *Ackr3)*, B-cells, or miscellaneous tissues (*Gpnmb*, *Ctsl1*, and *Gsg1*). Transcripts enriched in heart/skeletal muscle should be interpreted with caution, due to the possibility of an artifact due to collection of terminal blood by cardiac puncture. RT-qPCR validated our RNA-seq findings for the non-liver-specific genes, including *Ctsl1*, *F3*, *Gpnmb*, and *Gsg1* (S8 Table). However, the increased fold-changes in liver-specific transcripts (*Alb*, *Crp*, and *Fgb*) observed by RT-qPCR in the AMPH hyper group were smaller than those in the RNA-seq data, and not detected in the EIH group relative to control (S8 Table).

### miRNA profiles in whole blood and serum

Of the 381 miRNAs screened in whole blood by RT-qPCR, 26 miRNAs and two small nuclear RNAs were found differentially expressed in one or more treatment groups relative to control (S10 Table). Twenty of the 26 miRNAs were increased in whole blood by more than 2-fold in the AMPH normo group relative to control, of which seven were also increased by a similar fold in the AMPH hyper group. In contrast, three miRNAs were decreased in whole blood of the EIH group relative to control (S10 Table). There was a relatively good agreement between the RT-qPCR method and the RNAseq method of quantifying miRNA levels in blood with the RNAseq method showing a tendency for lower fold-changes in general (Table 2 and S10 and S11 Tables). However, the comparison between the RNAseq small RNA and RT-qPCR methods can only be made with the control and AMPH hyper groups. 

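Small RNA from whole blood was sequenced for 7 control and 7 AMPH hyper animals, with 1 library per animal. The AMPH hyper animals had received 4 doses of AMPH (5, 7.5, 10 and 10 mg/kg, 2 h apart) at a room temperature of 23°C, and blood was taken 3 h after the last dose. The authors deposited normalized counts, scaled separately for 516 mature miRNAs, 495 miRNA hairpins and 9199 other non-coding transcripts (ncRNAs) of the same libraries. Each deposited value is the number of reads times 1000 divided by the upper quartile of the library's counts. The reads were recovered from it, since 100% of the values came out as whole numbers of reads, up to the rounding of the deposited values. Between 3738295 and 8286151 reads per library were counted on mature miRNAs, with a median of 6044192 in the control and 4793096 in the AMPH hyper group (exact permutation test, two-sided, p = 0.458). The totals on hairpins ranged from 5025594 to 10242169 reads and those on ncRNAs from 1346419 to 4417124. These totals, and not the number of reads per sample that the paper's methods give, are the depth behind the values. A single read is worth 3.70 to 12.9 normalized counts of a mature miRNA, depending on the library. One miRNA, miR-486, took 47.7% to 62.3% of the miRNA reads. The library names place all 14 libraries on the same run and lane, and S1 Table lists the animals, with the exception of control replicate 4 (animal FG195), in the additional experiment. Control replicate 3 (animal FG185) carries the label of a control, whereas S1 Table lists this animal's mRNA sample in the AMPH hyper group. It was kept as a control, as in the averages of S11 Table. The averages below are means of normalized counts. A fold-change is the ratio of the group means on the scale of log2 of the normalized count plus 1, written as negative below 1 as in Table 2. On this scale the change of a miRNA with few reads depends on the added 1 and on the libraries without reads. The test across miRNAs was limma's moderated test with Benjamini-Hochberg adjustment, run on miRNAs with a mean of at least 10 normalized counts. For single miRNAs an exact permutation test (two-sided) of the 7 and 7 animals was used. The reads carry no molecular identifiers, so that limits from read numbers cover counting error only.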

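For 21 of the 23 miRNAs with an RNAseq value in S10 Table, the name was matched to a single mature miRNA in the deposited counts, whose fold-change was set beside the paper's TLDA value for the AMPH hyper group. The TLDA values come from other animals, of the paper's earlier experiments. A difference between the methods can therefore not be told from a difference between the animals. The direction was the same for 17 of 21 miRNAs (exact binomial test, two-sided, p = 0.0072). These were 12 of the 16 miRNAs that are higher and 5 of the 5 that are lower by TLDA. The fold-change by RNAseq was the smaller one in size for 16 of 21 miRNAs, of which 14 also had the same direction. The paper lists the miRNAs of S10 Table because they differed by TLDA in at least 1 treatment group, a selection that raises the TLDA values, so that this count was not tested against an even split. The median size of the change on the log2 scale was 0.58 by RNAseq and 0.98 for the paper's TLDA values. Across miRNAs, which are not independent replicates, Pearson's r between both methods was 0.847 (permutation test with 100000 permutations, two-sided, p = 3e-05). Spearman's rho was 0.870 (p = 1e-05 from the same permutations, the smallest they can give). This was the 1 relation computed, and r was 0.865 without the 2 miRNAs farthest from the median TLDA value. For 10 of 21 miRNAs the standard error between animals was larger than the change itself. miR-191-5p was taken as miR-191a-5p (log2 fold-change −0.11), although miR-191b is also listed (0.10), whose direction is opposite to that by TLDA. miR-203-3p was left out, and miR-203a-3p (−0.10) and miR-203b-3p (−0.35) both had the direction opposite to that by TLDA. The direction was most sensitive to the kind of average, and with the ratio of arithmetic group means it was the same for 14 of 21 miRNAs (exact binomial test, two-sided, p = 0.189). miR-122-5p, which Table 2 but not S10 Table gives by both methods, had the opposite direction, with a log2 fold-change of −0.32 by RNAseq and of 3.13 for the paper's TLDA value. With it included, a choice made after seeing the data, the direction was the same for 17 of 22 miRNAs (exact binomial test, two-sided, p = 0.0169) and Pearson's r was 0.759 (permutation test, two-sided, p = 3e-05). The paper reasons from the fold-changes of the same miRNAs by both methods to their agreement, and adds that the comparison is limited to the control and AMPH hyper groups.

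**Figure D1:**
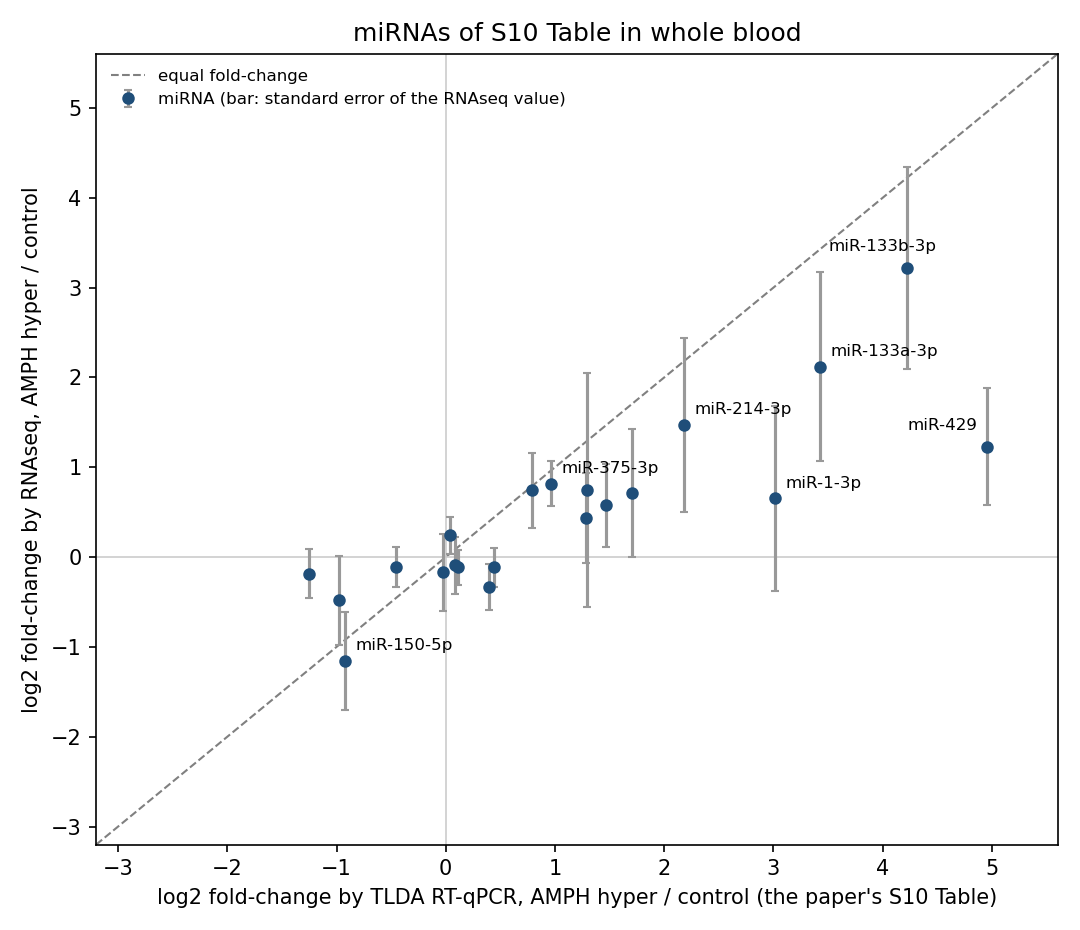
Log2 fold-change in the AMPH hyper group relative to control by RNAseq (vertical axis, with the standard error between 7 and 7 animals) against the paper's TLDA value (horizontal axis) for 21 miRNAs. The dashed line marks equal changes, and 16 of 21 miRNAs have the smaller change by RNAseq. The TLDA values are from other animals. The control values of miR-214-3p rest on at most 2 reads, and miR-122-5p is not plotted.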

Some miRNAs that appeared to be affected in the AMPH hyper group compared to control when evaluated by the RNAseq method had not been evaluated with the RT-qPCR methods (S11 Table).

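Of 516 mature miRNAs, 330 had a mean of at least 10 normalized counts and were tested, and 186 were not. A single miRNA differed between the AMPH hyper and control groups at an adjusted p-value under 0.05, miR-206-3p, with an adjusted p of 0.0321 from limma and reads in 6 of 7 AMPH hyper animals and in none of the controls. The next smallest adjusted p was 0.358. At an unadjusted p-value under 0.05, 15 miRNAs differed, where chance alone gives 16.5 of 330. Of these 15, 9 were higher and 6 lower in the AMPH hyper group, and 11 appear neither in Table 2 nor in S10 Table. The alternative that moved the count most was the replacement of single values far from the rest of their group, with 6 miRNAs past the threshold. With each animal left out in turn the count was between 0 and 3, with 0 in 11 of the 14 fits (11 to 25 miRNAs at an unadjusted p-value under 0.05 over the 14 fits). The 3 miRNAs were found without AMPH hyper replicate 2. The list of all miRNAs on the RT-qPCR array was not used here.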

**Table 2:** Fold-change of selected miRNAs in the whole blood and serum of AMPH normo, AMPH hyper, and EIH groups relative to control.

	AMPH normo					AMPH hyper			EIH		
	Blood		Serum	Blood				Serum	Blood		Serum
miRNA	TLDA	qPCR	qPCR	TLDA	qPCR		RNAseq	qPCR	TLDA	qPCR	qPCR
*rno-miR-1-3p*	10.72*	7.27*	5.68	8.08*	8.19*		2.38	6.64	1.85	2.29	1.06
*mmu-miR-122-5p*	2.34	2.51	26.60	8.78	5.44*		-1.28	22.22	1.57	1.77	35.52
*mmu-miR-133a-3p*	15.26*	9.76*	4.62*	10.78*	9.60*		5.50*	4.44*	2.50	2.85	1.30
*mmu-miR-150-5p*	1.14	-1.05	2.26	-1.90	-1.36		-1.82	2.94*	-4.28*	-2.69*	1.73
*mmu-miR-204-5p*	4.43*	3.50*	1.54	2.45	2.43*		1.07	3.15	1.22	1.31	2.74
*mmu-miR-214-3p*	5.49*	5.29*	5.71*	4.53*	4.93*		2.78	3.65*	1.84	1.89	1.68
*mmu-miR-223-3p*	3.64*	2.41*	1.86	1.06	1.48		-1.15	-1.01	-1.88	-1.28	-1.55
*mmu-miR-375-3p*	2.79*	2.53*	6.10*	1.95	2.75*		1.78*	2.71	1.19	1.70	1.33
*mmu-miR-429-3p*	25.80*	2.86	ND	30.92*	15.6*		2.80*	ND	16.08	3.43	ND

^a^ ND, not detected

Fold changes were assessed by TLDA screening (whole blood), RNAseq (control and AMPH hyper whole blood only), and RT-qPCR (whole blood and serum). 

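Of the 9 miRNAs of Table 2 with a value by RNAseq, none was past an adjusted p-value of 0.05 over all 330 miRNAs tested. With limma, 3 had an unadjusted p-value under 0.05, miR-375-3p, miR-150-5p and miR-133a-3p. Adjusted over the list alone, 1 of 9 was past the threshold, miR-375-3p, with an adjusted p of 0.0489 from limma. With the exact permutation test adjusted over the list alone, 0 of 9 were past it (1 of 9 at an unadjusted p-value under 0.05), and the adjusted p of miR-375-3p was 0.0892. miR-375-3p had 481 ± 169 normalized counts in the AMPH hyper group (SD, n = 7) and 266 ± 75.6 in control (SD, n = 7), a fold-change of 1.76 (exact permutation test, p = 0.00991). All 7 AMPH hyper animals were above the control median and 4 of 7 above every control. Over all miRNAs its adjusted p was 0.358, and it ranged from 0.137 to 0.957 over the 14 alternatives. For miR-150-5p the averages were 28797 ± 34538 and 41936 ± 11944 normalized counts, a fold-change of −2.22 (exact permutation test, p = 0.0589), with 6 of 7 AMPH hyper animals below the control median. The exception was AMPH hyper replicate 2 with 104295 normalized counts, and without it the fold-change was −2.97 (exact permutation test, p = 0.000583, the smallest it can give). In the other 13 fits that left out 1 animal the exact permutation p-value was between 0.0542 and 0.118. The averages of miR-122-5p were 3250 ± 3431 and 4472 ± 3723 with a fold-change of −1.25 (exact permutation test, p = 0.689), which was 1.08 with animal FG185 counted as AMPH hyper. For miR-223-3p they were 16817 ± 4730 and 19138 ± 8346 with a fold-change of −1.07 (exact permutation test, p = 0.780). Without control replicate 4, control replicate 5 or AMPH hyper replicate 3 this fold-change was above 1. For miR-204-5p, with 55.1 ± 75.8 and 57.5 ± 84.5 normalized counts, the fold-change of 1.68 (exact permutation test, p = 0.564) became −1.04 with arithmetic group means and −1.62 with group medians. None of the differences in miR-122-5p, miR-223-3p and miR-204-5p was larger than the spread between animals.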

Data are presented as mean fold-change relative to control.

*, p<0.05.

Consistent with the findings of increased skeletal muscle/heart-enriched mRNA transcripts in AMPH normo and AMPH hyper groups relative to control, the levels of several miRNAs reported to be up-regulated upon skeletal muscle damage or cardiac toxicity, including *mmu-miR-1a-3p*, *rno-miR-1-3p*, *mmu-miR-133a-3p*, and *mmu-133b-3p*, were increased by more than 4-fold in the whole blood of AMPH-treated animals (Table 2). Follow-up RT-qPCR of *rno-miR-1-3p* and *mmu-miR-133a-3p* confirmed their increased levels in whole blood, as well as in serum, although this effect was not significant (Table 2). In addition, *mmu-miR-206-3p*, which belongs to the same miRNA family, but was not represented in the RT-qPCR array plate, was found not to be expressed in any of the controls, but was detected in 6 of the 7 AMPH hyper animals by the RNAseq method (S11 Table.

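miR-206-3p had reads in 6 of 7 AMPH hyper animals and in 0 of 7 controls (Fisher's exact test, two-sided, p = 0.00466). The AMPH hyper libraries held 68 reads of it in total, and 5 of them held at least 3. No read was among the 42472947 miRNA reads of the controls, which allows a share of up to 7.06e-06%. The AMPH hyper average was 74.4 ± 63.5 normalized counts (SD, n = 7), at least 3.58-fold higher than a level of 3 reads in each control. That level, 3.62e-05% to 8.03e-05% of a control's miRNA reads, is higher than the limit from the controls together. It was the only one of the 516 miRNAs with reads in at least 6 AMPH hyper animals and in no control. Its adjusted p from limma, 0.0321 in the test of all miRNAs, ranged from 1.95e-05 to 0.273 over 12 alternatives and was under 0.05 in 7 of them. With 1 animal left out it ranged from 0.000145 to 0.199 and was under 0.05 in 3 of 14 fits. The hairpin mir-206, whose counts were scaled separately, was not higher in the AMPH hyper group. Its means were 29.3 normalized counts in the AMPH hyper group and 32.2 in control. The log2 fold-change was −0.17, with a standard error of 0.62 from limma. Reads were thus counted on this hairpin in the control group, and the absence from the controls holds for the mature miR-206-3p only. Of the other muscle miRNAs in the paper's tables, miR-133b-3p had 72.3 ± 57.3 normalized counts in the AMPH hyper group and 23.0 ± 43.0 in control (SD, n = 7 each), a fold-change of 9.31 that was 3.14 with arithmetic group means (exact permutation test, p = 0.0181). With animal FG185 counted as AMPH hyper it was 4.18 (exact permutation test, p = 0.152). miR-133a-3p had 585 ± 318 and 380 ± 726, a fold-change of 4.35 (exact permutation test, p = 0.0571) that was 1.54 with arithmetic group means and 1.66 with animal FG185 counted as AMPH hyper. In both, all 7 AMPH hyper animals were above the control median, and neither was past an adjusted p-value of 0.05 over all miRNAs. For miR-1-3p, with 448 ± 314 and 617 ± 1120, the fold-change was 1.57 (exact permutation test, p = 0.533), −1.38 with arithmetic group means and −1.14 with animal FG185 counted as AMPH hyper. Control replicate 6 held more of miR-1-3p and miR-133a-3p than any other animal. Without it the fold-change was 2.48 for miR-1-3p (exact permutation test, p = 0.151) and 7.07 for miR-133a-3p (exact permutation test, p = 0.00524). Without control replicate 3 (animal FG185) these were 1.16 (exact permutation test, p = 0.836) and 2.78 (exact permutation test, p = 0.124). Over the other fits that left out 1 animal, the p-value for miR-133a-3p was under 0.05 only without AMPH hyper replicate 2 (exact permutation test, p = 0.0443).

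**Figure D2:**
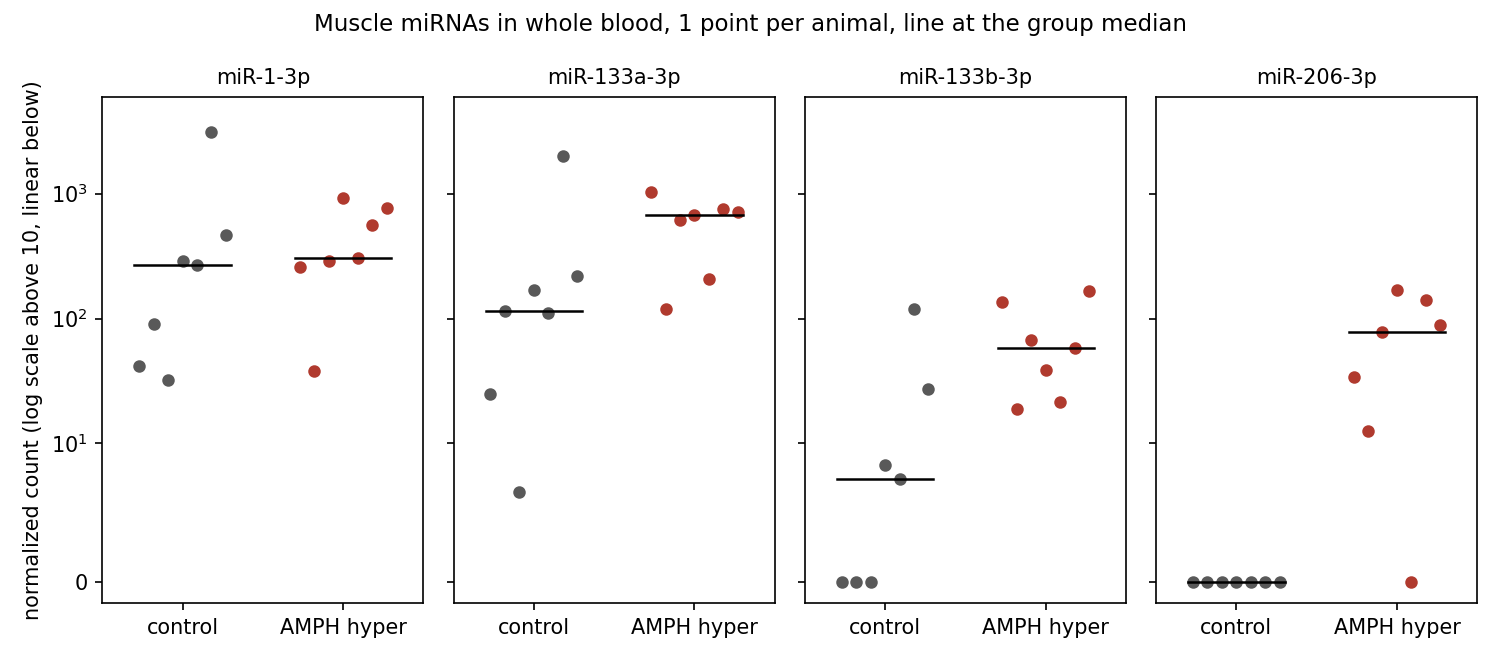
Normalized counts of miR-1-3p, miR-133a-3p, miR-133b-3p and miR-206-3p in each control and AMPH hyper animal, on a log axis that is linear near 0. Each point is 1 animal and the line marks the group's median. Control replicate 6 is the highest control for the first 3, and miR-206-3p has no reads in any control.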

Given the increased levels of liver-specific transcripts, such as *Alb*, *Crp*, and *Fgb*, in whole blood and the well-documented increases of circulating *miR-122* upon liver injury, we quantified this miRNA in the whole blood and serum of study animals. Whole blood *mmu-miR-122-5p* was slightly increased by all treatments relative to control, with the effect being significant in the AMPH hyper group; however, a larger increase (> 22-fold) was observed in serum of all treated groups relative to control, although the large inter-animal variability resulted in non-statistical differences (Table 2). *mmu-miR-429-3p* was increased in blood by both AMPH exposures *versus* control; however, it was not detected in serum, suggesting that it is expressed in a blood cell rather than derived from a tissue (Table 2).

## Discussion

The objectives of this study were attained in that 1) non-hyperthermic- and hyperthermic-mediated effects of high AMPH exposure on immune system and tissue damage were evaluated based on mRNA and miRNA expression; 2) organ-specific transcripts and miRNAs that relate to damage produced by AMPH or EIH/heat stroke were identified; and 3) the initial changes in mRNA and miRNA transcripts that could affect infection susceptibility were identified from AMPH exposure and EIH/heat stroke. The new data relevant to the first objective are important for translating animal experiments to AMPH toxicity in humans. We have previously reported the effects of AMPH on blood transcriptomics when life-threatening hyperthermia occurs [14]; however, the translational relevance of the changes that occur by AMPH when animals remain normothermic is important. It is not known what percentage of AMPH and METH abusers experience significant hyperthermic events during their lifetime, and it is not a common occurrence during the majority of stimulant exposures that an abuser has over his or her lifetime. However, if it only happens once in an abuser’s life-time, a hyperthermic crisis would likely result in longer lasting neurotoxicity and at least acute liver damage from what is known in studies with laboratory animals [8, 12, 38, 46].

For the AMPH hyper group, the changes in the expression of leukocyte-specific genes present in whole blood during the initial/early period (3 h after the toxic exposure regimen) are only partially explained by increases in monocytes (2-fold) and decreases in the total combined numbers of B-cells and T-cells (30%) in the circulating blood [14]. Similar significant changes in leukocyte-specific genes also occurred in the AMPH normo and EIH groups; however, we did not assess sub-types of leukocytes for these two groups. Overall, the observed transcript changes and alterations in leukocyte numbers are the initial indicators for activation of the innate immune system. We did not detect a significant increase in *Il6* and *Tnf* in blood at the 3 hr time point, but they were also not observed to increase in meninges, choroid plexus, or brain tissues at this early time point in a previous study using the same toxic regimen [31]. However, at 24 h, both *Il6* and *Tnf* had increased 2- to 3- fold in these tissues [31]. Thus, following either environmental heat exposure or exposure to AMPH, some classic signs of innate immune system activation, as represented by *Il6* and *Tnf*, are present in laboratory animals.

We observed both an increased number of monocytes present in blood along with increased expression in cell surface proteins, such as *Cd14*, *Ccr2*, and *Vcan*, per monocyte present. The rapid rise in *Ccl2* and possibly *Ccl7* found in brain and other tissues produced by AMPH or METH [8, 19, 20, 22, 31] may be triggering this innate immune response through the Ccr2 receptors on monocytes and microglia [47–49]. In addition, damage-associated proteins from liver and other organs may be contributing to the innate immune response [50–53]. In conjunction with this, there is an apparent significant decrease in the number of circulating T-cells and possible down-regulation of some of their cell surface proteins per T-cell. This decrease may result from the rapid rise in *Ccl17*, a prime activator of T-cells [54, 55], transcripts in tissues such as brain, meninges and choroid plexus after neurotoxic exposures to either AMPH or METH [19, 20, 31]. Lastly, both an up-regulation and down-regulation of transcripts specific for B-cells was observed, which cannot be explained by changes in B-cell number in blood.

With respect to monocyte mRNA expression changes, the increases observed in *Ccr2* and possibly *Ccr5* would likely be expected to increase monocyte responsiveness to chemokines, while increases in *Vcan* and *Cd14* would be expected to increase the ability of monocytes to detect bacterial and viral components that produce monocyte activation [47]. The data indicate that the expression for all four of these genes was increased by AMPH under normothermic conditions. In addition, activation of *Trem1* amplifies monocyte-mediated inflammatory responses/activation triggered by bacterial and fungal infections by stimulating release of pro-inflammatory chemokines and cytokines. Its increase would be expected to result in monocyte activation and can result from AMPH exposure in the absence of hyperthermia. In contrast, unlike almost all the other monocyte transcripts, *Cx3cr1* mRNA paradoxically decreased in all three groups relative to control. The decrease in the fractalkine receptor would be expected to decrease monocyte activation; however, this receptor is also on T-cells and natural killer (NK) cells and may just reflect the decrease in the number of T-cells circulating in blood along with a decrease in the transcription of T-cell-specific genes.

Even if all the decrease in total lymphocytes were due to loss of T-cells, this would only amount to a 1.7-fold decrease in T-cell-specific transcripts. Hence, the most plausible explanation for the increased B-cell transcripts is through increased numbers of transcripts per B-cell. There were seemingly anomalous increases in the expression levels of several genes within the T-cells. The unexpected increase in *Ccr5* transcripts might be explained if it was up-regulated in the monocytes to overcome the lower levels of T-cells in blood. The unexpected increase in *Chst12* transcript might have occurred due to entry of NK cells into the circulation or an upregulation of this gene in NK cells, since the cells have very high transcript levels of this gene in humans [45]. The large fold-increases in *Pld1*, *Stip1*, and *Ackr3* in B-cells were significantly more than expected from any change in the number of B-cells in the blood.

The implications of a decrease in T-cells in the circulating blood, with a concomitant down-regulation of T-cell specific transcripts and an upregulation of B-cell transcript, are not clear. B-cells are known to be activated by T-cell-dependent and T-cell-independent mechanisms and it is possible that T-cell-independent B-cell activation is taking place following AMPH or hyperthermia. A fever-induced activation of B-cells could teleologically play a role in diseases in which high fever is produced, producing a polyclonal B-cell response. The upregulation of B-cell specific genes per B-cell would indicate an increase in B-cell activation, while the downregulation of T-cell-specific genes per T-cell would indicate a decrease. However, it is possible that many of the expression decreases in T-cell-specific genes are due to decreased numbers of T-cells within blood [14]. There were seemingly anomalous increases in the expression levels of several genes within the T- and B-cells. The more than doubling of immunoglobulin kappa constant (*Igkc*) and joining chain of multimeric IgA and IgM (*Jchain*) immunoglobulin transcripts in the AMPH hyper and EIH groups only indicates that extreme hyperthermia similar to heat stroke does activate B-cells.

In respect to T-cells, Saito *et al*. have previously reported the effects of METH on the immune status that have neurotoxic effects almost identical to AMPH in rodents [8, 38] in mice given a single 5 mg/kg dose or a ten day exposure to 5mg/kg per day [35]. Another mouse study by Martinez *et al*. used a similar single dose per day (but escalating by day with a 10 mg/kg ceiling) over a ten-day exposure, and observed signs of immunosuppression, reduced T-cell proliferation, and reduced resistance to fungal infection [56]. Some of the findings of the two mouse studies are similar to our results in rat. Saito *et al*. saw a decrease in the total number leukocytes of over 60% in mice, while our study saw leukocyte decreases ≤ 30% [14] and Martinez *et al*. observed signs of T-cell impairment. Our study results also indicated a significant down-regulation of genes important for T-cell immune function (*e*.*g*., *Cd3d*, *Cd3e*, and *Cd3ge*). Thus, all three studies saw signs of both very acute and more prolonged METH exposure adversely affecting T-cell function. There are significant differences between our study and the two mouse studies. Saito *et al*. saw a decrease in the NK cell activity acutely, while we found 4-fold-increase for the NK cell-specific transcript *Chst12* when AMPH produced hyperthermia or with heat stroke, indicating increases in NK cells. Some of these differences are surely due to the previous studies examining expression in later stages of innate immune system activation, while our study observed changes in the initial stages resulting from AMPH exposure. In addition, some differences may be due to our AMPH exposure being significantly more acutely intense and toxic.

*In vitro* studies suggest that METH enhances HIV-1 replication in various HIV-1–permissive cells, including monocyte-derived macrophages and dendritic cells [57, 58]. METH has also been shown to increase replication of the feline immunodeficiency virus in astrocytes. Intriguingly, the effects of METH on HIV-1 replication in human CD4^+^ T-cells that are the primary targets of HIV-1 infection and replication *in vivo* remain largely unclear [57]. Our study found increases in several transcripts associated with HIV that have been reported to exacerbate the severity of HIV and other viral infections, occurred during AMPH exposure even under normothermic conditions. Since the number of macrophages increased by 2-fold, the 5-fold-increase in *Ccr5*, a co-receptor of HIV, *in vivo* indicates a slightly greater than 2-fold-increase in the expression of *Ccr5*. This same effect was previously observed *in situ* in human primary monocyte cultures, where it was mediated by both dopamine D1 and D2 receptor stimulation [59, 60]. These results are commensurate with our *in vivo* observation that *Ccr5* expression can be upregulated by AMPH independent of hyperthermia. Also, our results indicate that hyperthermia alone, probably through activation of the innate immune system, can up-regulate *Ccr5* expression to an even greater extent than just dopamine receptor stimulation. *Ackr3*, *Pld1*, and *Ccr2* expression up-regulation had patterns very similar to *Ccr5* and further indicate that AMPH and EIH can exacerbate HIV-1 infection [61–63].

Many transcripts enriched in liver (e.g. *Alb*, *Crp*, and *Fgb*), which had little expression in the blood of controls and AMPH normo rats, were highly up-regulated in the AMPH hyper and EIH groups. This is due to hyperthermia damaging the liver [12, 13, 64], and almost certainly results from degenerating hepatocytes releasing mRNA into the circulating blood. The increase of serum miR-122 in these animals further suggests liver damage. Detection of up-regulated transcripts specific for pancreas (*Spink1*), bronchi/lungs (*Cyp4b1* and *F3*), and kidney (*Cesl1* and *Slc22a8*) indicate that damaged or degenerating cells from these organs are also releasing mRNA, but to a lesser extent. Such increases in mRNA specific for organ tissues was not detected in the AMPH normo group, which shows that this effect is related to hyperthermia produced by AMPH. It should be noted that the fold-changes observed in RT-qPCR data, especially with regards to liver-specific transcripts, were much lower than those observed in RNA-seq data for EIH and, to a lesser extent, AMPH hyper. This suggests that heat may cause modifications to the RNA molecules and interfere with the ability to detect them.

Some transcripts present in the whole blood of AMPH hyper and EIH rats, which were not contained within WBCs or RBCs, appear to be more likely to breakdown or undergo chemical reactions and/ or degradation so that they cannot be quantified using RT-qPCR. We postulate this because RNA-seq techniques can detect tremendous increases in the levels of several liver-specific transcripts (*Alb*, *Crp*, and Fgb), while these transcript elevations are less pronounced or not detected at all with RT-qPCR methods. This inability to quantify mRNA levels with RT-qPCR in the two hyperthermic group may be because their body temperature remained above 40°C for extended time periods, which will greatly increase tissue damage and reactive oxygen species (ROS) [8]. This could in turn increase the ability of the mRNA to react with constituents in the plasma and somehow interfere with their detection by RT-qPCR. This effect was greater in the EIH group than the AMPH hyper group, possibly because the EIH group had even longer continuous periods where the body temperature was above 40°C. At the miRNA level, the most changes detected by RT-qPCR were in the AMPH normo group, followed by the AMPH hyper group; however, it is perplexing that the RT-qPCR methods of quantification show the same or higher fold-changes when compared to the RNAseq method in several of the miRNAs affected as a result of the AMPH hyper exposure. Nonetheless, these results indicate that physiological factors such as hyperthermia may alter the ability to detect mRNA and miRNA in blood.

Several miRNAs were found modulated in the blood of AMPH-exposed animals *versus* the controls. The levels of *miR-1*, *miR-133a*, and *miR-206*, which play a role in skeletal muscle development, function, and disease [65], were increased by AMPH regardless of the thermic conditions. In addition, several miRNAs reported to affect aspects of immune and vascular function were also found increased, including *miR-429*, *miR-100*, and *miR-214*, [66–68]. Many of these miRNA changes were observed in both AMPH normo and AMPH hyper groups. Such changes may be related to regulation of leukocyte function.

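By RNAseq, miR-429 had 66.8 ± 43.9 normalized counts in the AMPH hyper group and 25.5 ± 18.5 in control (SD, n = 7 each), a fold-change of 2.35 (exact permutation test, two-sided, p = 0.0886). In 6 of 7 AMPH hyper animals it was above the control median. Without AMPH hyper replicate 2, which held 1 read, the fold-change was 3.25 (exact permutation test, p = 0.00699), and without control replicate 7 it was 2.78 (exact permutation test, p = 0.0466). In the other 12 fits that left out 1 animal the exact permutation p-value was between 0.0705 and 0.163, and the fold-change was lowest, 1.97, without control replicate 3 (animal FG185). With this animal counted as AMPH hyper it was 1.55. miR-100-5p had 276 ± 221 and 201.8 ± 151 normalized counts, a fold-change of 1.35 (exact permutation test, p = 0.403), and this difference was smaller than the spread between animals. miR-214-3p was near the limit of detection, with at most 2 reads in any control and at most 5 in any AMPH hyper animal, so that its fold-change depends on the added 1 and is not given (exact permutation test, p = 0.159). It entered the comparison with TLDA by its value on the log2 scale, and without it the direction was the same for 16 of 20 miRNAs, a choice made after seeing the data. None of these miRNAs was past an adjusted p-value of 0.05 over all miRNAs tested.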

### Conclusions

In this study the non-hyperthermic- and hyperthermic-mediated effects of a high dose AMPH were determined in the transcriptome of circulating blood. AMPH alone, in the absence of hyperthermia, was found capable of significantly affecting the immune status and leukocyte subtype-specific transcriptomics. The AMPH-dependent changes in leukocyte cell-type, along with the mRNA and miRNA changes that we observed, clearly manifest as early indicators of innate immune system activation in response to severe hyperthermia. Interestingly, extreme hyperthermia, like that producing heat-stroke, had very similar effects. The changes in leukocyte-specific transcripts also indicated that either AMPH (even when it does not produce hyperthermia) or extreme hyperthermia could increase the susceptibility to viral infection and/or accelerate the debilitating effects of viral infection. In addition, organ-specific transcripts that relate to damage produced by AMPH when it produces hyperthermia or EIH/heat stroke are present in blood acutely following exposure. This indicates that overt tissue damage that occurs during exposure to amphetamines is amplified greatly by hyperthermia.

## Supporting information

S1 Fig Time course of treatment effects on body temperature. This figure shows that rat body temperature is minimally affected by amphetamine (AMPH) when the room temperature is 16°C, but that severe hyperthermia usually occurs when AMPH is given and the room temperature is 23.5°C. It also shows that rats do not become hypothermic when given saline when the room temperature is 16°C.
(PDF) Click here for additional data file.

S2 Fig PCA plot of all treatment groups. This PCA plot shows that the Cool Saline (given saline in a 16°C rather than 23.5°C normal room temperature) animal transcriptome in blood was virtually identical to the normal room temperature saline animals. The red symbols for the Cool Saline Controls are embedded and obscured among the black symbols representing the Saline Controls (room temperature). It also shows the outlier in the Saline Controls and other groups that were removed from analysis and are not present in Fig 1A shown in the manuscript.
(PDF) Click here for additional data file.

S1 Table List of animal IDs in additional set. (DOCX) Click here for additional data file.

S2 Table Primer pairs used for qPCR mRNA quantification assays. (DOCX) Click here for additional data file.

S3 Table TaqMan assays used for qPCR miRNA quantification assays. (DOCX) Click here for additional data file.

S4 Table Normalized expression levels for all gene transcripts returning at least one read for all four groups. (XLSX) Click here for additional data file.

S5 Table List of genes in the three treatment groups that significantly differed from control group. 1^st^ Sheet: Genes differentially expressed between AMPH normo and Control at FDR-adj-p < 0.05; 2^nd^ Sheet: Genes differentially expressed between AMPH hyper and Control at FDR-adj-p < 0.05; 3^rd^ Sheet: Genes differentially expressed between EIH and Control at FDR-adj-p < 0.05.
(XLSX) Click here for additional data file.

S6 Table List of genes that significantly differed between AMPH hyper versus AMPH normo or EIH groups. 1^st^ Sheet: Genes differentially expressed between AMPH hyper and AMPH normo at FDR-adj-p < 0.05; 2^nd^ Sheet: Genes differentially expressed between AMPH hyper and EIH at FDR-adj-p < 0.05.
(XLSX) Click here for additional data file.

S7 Table Z-score and -log (p-value) for significantly modulated canonical pathways in the whole blood of AMPH normo, AMPH hyper, and EIH groups relative to control, and in AMPH hyper relative to AMPH normo and EIH. Only canonical pathways that had a p-value<0.01, │z-score│≥2. 0, and that contained at least three focus molecules for at least one of the treatment groups relative to control are listed.
(DOCX) Click here for additional data file.

S8 Table Fold-change in mRNAs of whole blood from AMPH normo, AMPH hyper, and EIH relative to control, as assessed by RNA-seq and RT-qPCR. Data are presented as mean fold-change relative to control. *, p<0.05.
(DOCX) Click here for additional data file.

S9 Table The top 245 transcripts with the greatest fold-change in the AMPH hyper group relative to the control group. (XLSX) Click here for additional data file.

S10 Table Fold-change in miRNAs in the whole blood of AMPH normo, AMPH hyper, and EIH groups relative to control, as assessed by TLDA cards or RNAseq (AMPH hyper only). Data are presented as mean fold-change relative to control. * p<0.05.
(DOCX) Click here for additional data file.

S11 Table List of mature miRNA detected by small RNAseq techniques. (DOCX) Click here for additional data file.

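S11 Table lists, for each mature miRNA, the average of the normalized counts in the control and in the AMPH hyper group. For all 516 miRNAs both averages equal those of the deposited values within rounding, with 7 animals in each group and animal FG185 among the controls. Without this animal, 32 of the 516 control averages would equal the table's. The averages are arithmetic means, in which 1 animal with a high count weighs more than on the log2 scale.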

# Supplementary material for: Identification of whole blood mRNA and microRNA biomarkers of tissue damage and immune function resulting from amphetamine exposure or heat stroke in adult male rats
**Source:** PLoS One. 2019 Feb 19;14(2):e0210273. doi: 10.1371/journal.pone.0210273
**Supplement:** S1 Table

**S1** **Table. List of animal IDs in additional set.**

| **Treatment Group** | **Individual Animal IDs ^a^** |
| --- | --- |
| **Cool control  (saline given in a 16°C environment)** | FG190, FG191, FG192, FG193, FG194 |
| **Control  (saline given in a 23°C environment)** | FG180W, FG181W, FG196W, FG200W, FG201W, FG202W, |
| **AMPH hyper**  **(AMPH given in a 23°C environment)** | FG184W, FG185W, FG188W, FG189W, FG197W, FG198W, FG199W, FG204W, |

^a^ IDs are the same as listed in the GSE64778 file

# Supplementary material for: Identification of whole blood mRNA and microRNA biomarkers of tissue damage and immune function resulting from amphetamine exposure or heat stroke in adult male rats
**Source:** PLoS One. 2019 Feb 19;14(2):e0210273. doi: 10.1371/journal.pone.0210273
**Supplement:** S2 Table

**S2** **Table. Primer pairs used for qPCR mRNA quantification assays.**

| Gene Symbol | **Gene ID** | **Direction** | **Primer Sequence (5’ → 3’)** | **Amplicon Length (bp)** | **Mean Ct (Control)** |
| --- | --- | --- | --- | --- | --- |
| *Ackr3* | XM_006245479.3 | Forward | CAGCACTCAAAGCCAGGAAG | 294 | 33.47 |
|  |  | Reverse | GCTACTGTTACAGGGCCAGTT |  |  |
| *Alb* | NM_134326.2 | Forward | CTGCCGATCTGCCCTCAATA | 98 | 29.17 |
|  |  | Reverse | CAAAAACGTGCCCAGGAAGAC |  |  |
| *Ccr2* | NM_021866.1 | Forward | CCTTTGTTGGTGAGAAGTTCCG | 121 | 30.34 |
|  |  | Reverse | GTTGAGCTCACTCGGTCTGC |  |  |
| *Ccr5* | NM_053960.3 | Forward | GAGCTGGGCTGCAATTTGTT | 126 | 30.30 |
|  |  | Reverse | ACAAGAAACTCTGGCTCTTGC |  |  |
| *Cd3d* | NM_013169.1 | Forward | CACTCATCTTGGGCAAAGGC | 121 | 28.46 |
|  |  | Reverse | ACACAGTTCTGGCACATTCG |  |  |
| *Cd3g* | NM_001077646.2 | Forward | CTCTCTTCTTCAAGGCACCA | 104 | 26.84 |
|  |  | Reverse | TGAAGTCACAAGTCAGAAGTACAG |  |  |
| *Cd14* | NM_021744.1 | Forward | CTCAGAATCTACCGACCATGAAGC | 101 | 30.16 |
|  |  | Reverse | GTCCAGCTCACAGGGTTCTG |  |  |
| *Crp* | NM_017096.3 | Forward | GTGGCTTTGACGCGAATCAG | 117 | 29.24 |
|  |  | Reverse | TGGGGCTGAATACCCTACCA |  |  |
| *Ctsl1* | NM_013156.2 | Forward | CTCTGCTTGGGAACAGCCTT | 113 | 30.40 |

# Supplementary material for: Identification of whole blood mRNA and microRNA biomarkers of tissue damage and immune function resulting from amphetamine exposure or heat stroke in adult male rats
**Source:** PLoS One. 2019 Feb 19;14(2):e0210273. doi: 10.1371/journal.pone.0210273
**Supplement:** S3 Table

**S3 Table. TaqMan assays used for qPCR miRNA quantification assays.**

| **miRNA Name** | **miRBase Accession Number** | **Assay ID** |
| --- | --- | --- |
| *hsa-miR-133a* | MIMAT0000427 | 002246 |
| *hsa-miR-148a* | MIMAT0000243 | 000470 |
| *mmu-miR-122* | MIMAT0000421 | 002245 |
| *mmu-miR-150* | MIMAT0000451 | 000473 |
| *mmu-miR-204* | MIMAT0000265 | 000508 |
| *mmu-miR-214* | MIMAT0000271 | 002306 |
| *mmu-miR-223* | MIMAT0000280 | 002295 |
| *mmu-miR-375* | MIMAT0000728 | 000564 |
| *mmu-miR-429* | MIMAT0001537 | 001077 |
| *rno-miR-1* | MIMAT0003125 | 002064 |

# Supplementary material for: Identification of whole blood mRNA and microRNA biomarkers of tissue damage and immune function resulting from amphetamine exposure or heat stroke in adult male rats
**Source:** PLoS One. 2019 Feb 19;14(2):e0210273. doi: 10.1371/journal.pone.0210273
**Supplement:** S7 Table — Only canonical pathways that had a p-value<0.01, │z-score│≥2. 0, and that contained at least three focus molecules for at least one of the treatment groups relative to control are listed.

**S7 Table. Z-score and -log (p-value) for significantly modulated canonical pathways in the whole blood of AMPH normo, AMPH hyper, and EIH groups relative to control, and in AMPH hyper relative to AMPH normo and EIH.** Only canonical pathways that had a p-value<0.01, │z-score│≥2. 0, and that contained at least three focus molecules for at least one of the treatment groups relative to control are listed.

| **Canonical Pathway** | **AMPH normo**  **vs control** | | **AMPH hyper**  **vs control** | | **EIH**  **vs control** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Z-score** | **-log**  **(p-value)** | **Z-score** | **-log**  **(p-value)** | **Z-score** | **-log**  **(p-value)** |
| LXR/RXR Activation | NaN^a^ | 0.99 | 4.22 | 19.99 | 4.43 | 16.31 |
| Calcium-induced T Lymphocyte Apoptosis | -2.00 | 1.95 | -2.89 | 3.81 | -3.21 | 3.72 |
| Acute Phase Response Signaling | 1.63 | 1.21 | 2.20 | 15.13 | 2.50 | 16.29 |
| IL-8 Signaling | 0.77 | 4.85 | 2.18 | 1.77 | 2.98 | 0.95 |
| Intrinsic Prothrombin Activation Pathway | 1.00 | 2.79 | 2.12 | 3.55 | 2.31 | 6.18 |
| Production of NO and ROS in Macrophages | 0.00 | 1.72 | 2.50 | 5.40 | 2.19 | 4.31 |
| iCOS-iCOSL Signaling in T Helper Cells | -2.12 | 3.01 | -2.67 | 3.59 | -2.68 | 5.79 |
| ILK Signaling | 1.15 | 3.10 | 1.29 | 1.24 | 2.98 | 1.87 |
| IL-6 Signaling | 1.26 | 4.18 | 1.60 | 2.51 | 2.50 | 2.02 |
| Signaling by Rho Family GTPases | 0.53 | 3.63 | 0.53 | 0.59 | 2.98 | 1.43 |
| Pancreatic Adenocarcinoma Signaling | 0.71 | 3.08 | 1.26 | 2.36 | 2.71 | 1.62 |
| LPS/IL-1 Mediated Inhibition of RXR Function | NaN | 2.66 | -1.89 | 12.36 | -2.36 | 14.51 |
| Protein Kinase A Signaling | 0.28 | 3.61 | -2.20 | 2.11 | -1.71 | 3.28 |
| Antioxidant Action of Vitamin C | -2.45 | 2.17 | -1.41 | 1.56 | -1.51 | 1.36 |
| Corticotropin Releasing Hormone Signaling | 0.45 | 1.61 | 1.15 | 2.97 | 2.83 | 3.47 |
| Cardiac Hypertrophy Signaling | 1.51 | 2.01 | 0.50 | 0.74 | 2.13 | 0.92 |
| Cdc42 Signaling | 0.38 | 1.25 | 1.41 | 0.98 | 2.67 | 2.74 |
| NO Signaling in the Cardiovascular System | -0.82 | 1.54 | 1.00 | 3.54 | 1.29 | 1.84 |
| GPCR-Mediated Integration of Enteroendocrine Signaling Exemplified by an L Cell | 1.63 | 2.42 | -2.24 | 0.47 | -1.13 | 0.58 |
| Coagulation System | NaN | 0.79 | 2.32 | 10.12 | 1.50 | 9.34 |
| P2Y Purigenic Receptor Signaling Pathway | 0.71 | 2.19 | 0.33 | 0.56 | 2.14 | 1.01 |
| Colorectal Cancer Metastasis Signaling | 0.58 | 2.72 | 1.09 | 1.91 | 2.71 | 1.29 |
| PI3K/AKT Signaling | -1.63 | 2.37 | 0.00 | 1.18 | 0.71 | 0.40 |
| PCP pathway | NaN | 0.00 | 2.00 | 0.39 | 2.33 | 1.55 |
| Calcium Signaling | NaN | 2.94 | -2.33 | 1.10 | -0.83 | 1.92 |
| TGF-β Signaling | 0.38 | 0.99 | 0.90 | 2.70 | 2.84 | 0.55 |
| Mitotic Roles of Polo-Like Kinase | 0.28 | 0.41 | -0.30 | 0.57 | 2.00 | 1.36 |
| Ovarian Cancer Signaling | NaN | 2.01 | 1.63 | 0.46 | 2.12 | 0.64 |
| IL-17A Signaling in Airway Cells | 0.00 | 0.67 | 0.82 | 0.00 | 2.53 | 0.00 |
| Relaxin Signaling | NaN | 2.29 | 1.00 | 1.72 | 2.24 | 2.75 |
| Actin Cytoskeleton Signaling | NaN | 3.58 | NaN | 0.37 | 2.65 | 0.87 |
| OX40 Signaling Pathway | 0.00 | 0.25 | NaN | 1.67 | 2.24 | 3.18 |
| JAK/Stat Signaling | NaN | 2.15 | NaN | 0.56 | 2.00 | 1.15 |

^a^ NaN, undefined value. Z-score could not be calculated, since less than four genes were affected in the canonical pathway. Other abbreviations defined in Fig 2.

# Supplementary material for: Identification of whole blood mRNA and microRNA biomarkers of tissue damage and immune function resulting from amphetamine exposure or heat stroke in adult male rats
**Source:** PLoS One. 2019 Feb 19;14(2):e0210273. doi: 10.1371/journal.pone.0210273
**Supplement:** S8 Table — Data are presented as mean fold-change relative to control. *, p<0.05.

**S8 Table.** **Fold-change in mRNAs of whole blood from AMPH normo, AMPH hyper, and EIH relative to control, as assessed by RNA-seq and RT-qPCR.** Data are presented as mean fold-change relative to control. *, p<0.05.

|  | **AMPH normo** | | **AMPH hyper** | | **EIH** | |
| --- | --- | --- | --- | --- | --- | --- |
| **Gene Symbol** | **RNA-seq** | **qPCR** | **RNA-seq** | **qPCR** | **RNA-seq** | **qPCR** |
| *Ackr3* | 7.81* | 4.21* | 8.78* | 6.19* | 41.22* | 7.44* |
| *Alb* | -1.50* | 1.61 | 34.48* | 5.91* | 53.32* | 1.31 |
| *Ccr2* | ND | 2.61* | ND | 4.44* | ND | 2.79 |
| *Ccr5* | 2.34* | 1.89 | 4.33* | 5.01* | 4.89* | 2.69 |
| *Cd3d* | -1.29* | -2.33* | -1.52* | -2.40* | -2.01* | -4.27* |
| *Cd3g* | -1.39* | -2.73* | -1.68* | -2.74* | -2.37* | -4.84* |
| *Cd14* | 3.87* | 2.93* | 6.04* | 5.52* | 5.51* | 3.63 |
| *Crp* | -1.24* | 2.61 | 17.31* | 2.85 | 43.52* | 1.52 |
| *Ctsl1* | 2.01* | 1.38 | 6.41* | 4.72* | 7.06* | 3.28 |
| *F3* | 1.79* | 1.67 | 13.41* | 5.39* | 30.94* | 7.39* |
| *Fgb* | 10.28* | 2.49 | 345.47* | 2.01 | 401.84* | 1.73 |
| *Gpnmb* | 2.06* | 1.72* | 5.27* | 3.68* | 10.42* | 6.43* |
| *Gsg1* | 3.31* | 2.35* | 19.97* | 12.04* | 12.33* | 5.58* |
| *Vcan* | 4.59* | 3.78* | 8.05* | 5.31* | 7.72* | 3.32 |

ND, not determined since *Ccr2* transcript was not aligned for in the rat Ensembl release 70 transcriptome (rn5).

# Supplementary material for: Identification of whole blood mRNA and microRNA biomarkers of tissue damage and immune function resulting from amphetamine exposure or heat stroke in adult male rats
**Source:** PLoS One. 2019 Feb 19;14(2):e0210273. doi: 10.1371/journal.pone.0210273
**Supplement:** S10 Table — Data are presented as mean fold-change relative to control. * p<0.05.

**S10 Table. Fold-change in miRNAs in the whole blood of AMPH normo, AMPH hyper, and EIH groups relative to control, as assessed by TLDA cards or RNAseq (AMPH hyper only).** Data are presented as mean fold-change relative to control. * p<0.05.

|  | **AMPH normo** | **AMPH hyper** | | **EIH** |
| --- | --- | --- | --- | --- |
| **miRNA** | **qPCR** | **qPCR** | **RNAseq** | **qPCR** |
| *rno-miR-1-3p^a^* | 10.72* | 8.08* | 2.38* | 1.85 |
| *mmu-miR-1a-3p* | 4.75* | 5.39* | 3.66 | 1.49 |
| *mmu-miR-100-5p* | 2.31 | 2.44* | 1.42 | 1.51 |
| *mmu-miR-125a-5p* | 3.01* | 1.03 | 1.15 | -1.14 |
| *mmu-miR-126a-3p* | 2.52* | 1.08 | -1.12 | -1.63 |
| *mmu-miR-126a-5p* | 2.43* | 1.32 | -1.35 | -1.11 |
| *mmu-miR-133a-3p^a^* | 15.26* | 10.78* | 5.50* | 2.50 |
| *mmu-miR-133b-3p* | 12.94* | 18.71* | 3.25 | 5.19 |
| *mmu-miR-139-5p* | 1.18 | -2.38 | -1.23 | -4.87* |
| *mmu-miR-146b-5p* | 2.01* | -1.02 | 1.05 | -1.39 |
| *mmu-miR-150-5p^a^* | 1.14 | -1.90 | -1.82 | -4.28* |
| *mmu-miR-152-3p* | 2.32* | 1.73 | 1.91 | -1.15 |
| *mmu-miR-191-5p* | 2.34* | -1.37 | -1.10 | -1.48 |
| *mmu-miR-192-5p* | 2.03* | 1.36 | -1.08 | -1.52 |
| *mmu-miR-199a-3p* | 4.18* | 2.77* | 1.58 | 1.13 |
| *mmu-miR-203-3p* | 2.76* | 1.32 | -1.10 | -1.16 |
| *mmu-miR-204-5p^a^* | 4.43* | 2.45 | 1.07 | 1.22 |
| *mmu-miR-205-5p* | 9.30* | 3.25 | 3.03 | 1.53 |
| *mmu-miR-214-3p^a^* | 5.49* | 4.53* | 2.78 | 1.84 |
| *mmu-miR-223-3p^a^* | 3.64* | 1.06 | 1.15 | -1.88 |
| *mmu-miR-375-3p^a^* | 2.79* | 1.95 | 1.78* | 1.19 |
| *mmu-miR-429-3p^a^* | 25.80* | 30.92* | 2.80* | 16.08 |
| *mmu-miR-542-3p* | -1.13 | -1.97 | -1.33 | -2.13* |
| *mmu-miR-574-3p* | 2.70* | 1.18 | - | -1.38 |
| *mmu-miR-685* | 1.20 | 4.81* | - | 1.22 |
| *snoRNA135* | -1.06 | -2.12 | - | -3.37* |
| *U87* | 1.22 | -1.49 | - | -3.87* |

*^a^*miRNAs were further analyzed by RT-qPCR (data in Table 2); -, no RNAseq data available

# Supplementary material for: Identification of whole blood mRNA and microRNA biomarkers of tissue damage and immune function resulting from amphetamine exposure or heat stroke in adult male rats
**Source:** PLoS One. 2019 Feb 19;14(2):e0210273. doi: 10.1371/journal.pone.0210273
**Supplement:** S11 Table

**S11 Table. List of mature miRNA detected by small RNAseq techniques.**

**Color legend:**

How the deposited data were processed for this re-analysis (not part of the article)

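Small RNA libraries from whole blood of 7 control and 7 AMPH hyper animals were analysed. The animals were grouped by the deposited labels. Animal FG185, which the labels give as a control and S1 Table lists in the AMPH hyper group, was used as a control, and the results without it and with it counted as AMPH hyper were computed as alternatives. S1 Table lists the animals, with the exception of animal FG195, in the additional experiment, and the library names show 1 run and lane, so that neither divides the libraries into batches that could be compared.

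The authors deposited 3 tables of normalized counts, for 516 mature miRNAs, 495 hairpins and 9199 ncRNAs. The deposited signal values of each library were made by the authors, who divided the reads of each feature by the upper quartile of the library's counts and multiplied by 1000 before deposit, in each table separately. This was checked on the values, of which 100% were whole multiples of the value of a single read, up to rounding. The reads were recovered for the tests that need counts. The aligner, the genome and the test used for these libraries are not named in the paper's text. A read was worth 3.70 to 12.9 normalized counts for miRNAs, 1.28 to 4.61 for hairpins and 6.29 to 47.6 for ncRNAs. The reads counted on ncRNAs had a median of 2522246 per library in control and 2258405 in the AMPH hyper group (exact permutation test, two-sided, p = 0.529), and those on hairpins medians of 7694435 and 6691826 (exact permutation test, two-sided, p = 0.628). The limit for a count of 0 was 3 reads. Limits from reads cover counting error only.

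The test of each table used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2 of the normalized count plus 1, for features with a mean of at least 10 over the 14 libraries, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single miRNAs were tested with an exact permutation test over all 3432 divisions of the 14 animals, two-sided, and detection of miR-206-3p with Fisher's exact test. Of the 10 tissue lists, the 9 with at least 2 members among the miRNAs tested were tested with camera at a correlation of 0.01. Fold-changes were compared with the paper's TLDA values by an exact binomial test of the direction and by correlations across miRNAs. The methods were tested on simulated data with known changes of at least 4-fold, in features with more than a few reads. There limma found 49 of 50 changed miRNAs, 50 of 50 hairpins and 186 of 200 ncRNAs, with 2, 4 and 4 false calls. It made 0 calls where nothing was changed. Smaller changes and features with few reads were not simulated as changed, so that these shares do not hold for them.

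The alternatives were pseudocounts of 0.5 and 10, no filter on low values and a mean of at least 50, quantile normalization, median-of-ratios scaling, limma without trend, robust eBayes, the replicate number as a block, both uses of animal FG185, replacement of normalized counts past Dixon's limit (a stand-in for the outlier replacement of the paper's mRNA analysis), the edgeR 4.0.16 quasi-likelihood test and DESeq2 1.42.0 on the recovered reads, arithmetic means and medians in place of means of log2 values, other limits for detection, other set tests, and each animal left out in turn. No scaling moved the median log2 fold-change of all features by more than 0.1.

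The features named in the text were chosen by a rule: the miRNAs of Table 2 and S10 Table with an RNAseq value, the miRNAs the paper's text names for these libraries, and in each table the 10 features with the largest log2 fold-change among those past the threshold, of which 1 ncRNA is not reported here. Others are named with the remark that they were chosen after their values were seen. Of the S10 miRNAs, 2 were not matched to a single mature miRNA and were left out of the comparison with TLDA, miR-1a-3p and miR-203-3p. miR-191-5p was taken as miR-191a-5p, although miR-191b is also in the deposited counts. miR-122-5p of Table 2 was not among the S10 miRNAs compared, and the comparison with it included was added after seeing the data, as was the comparison without miR-214-3p. The RT-qPCR and mRNA experiments were not analysed here.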

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

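The tests of the authors' normalization, of reads counted on more than 1 transcript, of the mature miRNAs and of a source of reads common to hairpins and ncRNAs were chosen only after the result was seen.

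In 3 of 75 groups of 7 animals (the features named in the text on the log2 scale, and the totals of reads), 1 animal lay far from the other animals of its group by Dixon's test, where about 3.75 are expected by chance. For miR-1-3p it was AMPH hyper replicate 2, with 37.7 normalized counts from 6 reads. For miR-429 it was the same animal, with 6.28 normalized counts from 1 read. For miR-146b-5p it was AMPH hyper replicate 4, with 130619 normalized counts. Over all 330 miRNAs tested, the number of miRNAs for which an animal was past Dixon's limit was 10 for AMPH hyper replicate 4, 10 for control replicate 1 and 6 for AMPH hyper replicate 2 and for control replicate 4, where 2.36 per animal are expected by chance if animals are alike. No technical or biological explanation was tested for these single values, and their cause was left open. Whether AMPH hyper replicate 2 as a whole is a mislabelled sample was examined under other observations and not settled.

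The paper does not report on the ncRNA counts of these libraries. Of 8454 ncRNAs tested, 11 differed between the groups at an adjusted p-value under 0.05 (limma), all higher in the AMPH hyper group, and 585 had an unadjusted p-value under 0.05, where 422.7 are expected by chance if ncRNAs are independent. Among those with the largest change were AABR07004881.1 (log2 fold-change 4.02, adjusted p = 0.0197), Rn60_3_0144.3 (3.21, adjusted p = 0.0337), 2 transcripts of Eri3 (3.06 and 2.80, adjusted p = 0.0337 for each), LOC688754 (2.96, adjusted p = 0.0342), Insrr (2.71, adjusted p = 0.0337), AABR07042803.3 (2.46, adjusted p = 0.0437), AC123293.2 (2.20, adjusted p = 0.0342) and AC114452.1 (2.09, adjusted p = 0.0460). In each of the ncRNAs named here, 6 of 7 AMPH hyper animals were above every control, and AMPH hyper replicate 2 was not. Over the alternatives the count was between 0 and 66, with 487 to 878 ncRNAs at an unadjusted p-value under 0.05. With each animal left out in turn it was between 0 and 33, with 0 in 10 of the 14 fits (479 to 747 ncRNAs at an unadjusted p-value under 0.05) and 33 without AMPH hyper replicate 2.

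Of 100 splits of the 14 animals into groups of 7, the real one included, 2 gave as many ncRNAs, and the largest count in a split was 26. At an unadjusted p-value under 0.05, 14 of the 100 splits gave at least 585 ncRNAs, with 940 in the largest, so that the number of 585 was not beyond what other splits give. The authors' normalization as the whole cause is argued against by the median log2 fold-change of the 11 ncRNAs, which was 2.75 as deposited and 2.61 under quantile normalization. A difference in depth as the whole cause is argued against by the median of 2.71 with log2 of each library's reads as a covariate. In that fit each of the 11 changes stayed more than 2 standard errors above 0, but 0 ncRNAs were past the threshold, with adjusted p-values of 0.0535 to 0.101 for the 11.

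Reads counted on more than 1 of these transcripts remain open as a candidate explanation for their common pattern. In the control libraries, 8 of the 55 pairs of the 11 ncRNAs had a smaller SD of the log2 ratio of their reads than all but 1% of 10000 random pairs of like mean, where 0.55 are expected. In the AMPH hyper libraries it was 1 of 55 with random pairs of like mean in those libraries and 10 of 55 with like mean over all libraries. Transcripts that rise together would give the same small SD, so that the SD alone cannot tell shared reads from a common rise. With like mean over all libraries, 7 pairs in the AMPH hyper libraries, joining 6 ncRNAs, also had nearly equal reads (median log2 ratio within 0.25). It was 1 pair with like mean in those libraries and 1 pair in the control libraries. A common rise does not require equal read numbers, so that these pairs go with shared reads. The sequences of the reads would be needed to settle it. The 11 ncRNAs may therefore stand for fewer separate signals. GC content and transcript length were not analysed here. The exposure to AMPH, with the hyperthermia that followed, is the biological explanation that the design gives, and it stays open, as a hypothesis.

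The paper does not report on the hairpin counts either. Of 476 hairpins tested, 2 differed at an adjusted p-value under 0.05 (limma), both higher in the AMPH hyper group, and 19 had an unadjusted p-value under 0.05, where 23.8 are expected by chance. For mir-3075 the log2 fold-change was 2.09 (adjusted p = 0.0346), with 7 of 7 AMPH hyper animals above the control median and 5 above every control. For mir-6329 it was 1.71 (adjusted p = 0.0346), with 7 of 7 above the control median and 6 above every control. Over the alternatives the count was between 0 and 3, with 17 to 32 hairpins at an unadjusted p-value under 0.05. With each animal left out it was between 0 and 4, with 0 in 11 of the 14 fits (14 to 35 hairpins at an unadjusted p-value under 0.05) and 4 without AMPH hyper replicate 2.

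Of the 100 splits, 3 gave as many hairpins, and the largest count in a split was 3. The authors' normalization as the whole cause is argued against by the median log2 fold-change of the 2 hairpins, which was 1.90 as deposited and 1.92 under median-of-ratios scaling. A difference in depth is argued against by the median of 1.90 with depth as a covariate, although the adjusted p-value was 0.0554 for both hairpins in that fit. A rise of the mature miRNA as the source is argued against by the mature forms, which were not higher. The log2 fold-change was −0.11 for miR-6329 (exact permutation test, two-sided, p = 0.549) and −0.64 for miR-3075 (exact permutation test, two-sided, p = 0.118). Within groups, mir-3075 and mir-6329 went with the mean of the 11 ncRNAs with correlations of 0.755 and 0.868, higher than 98.7% and 99.8% of the other 474 hairpins, whose median was −0.0348. A source of reads common to both kinds of transcript is therefore a candidate explanation, tested on the data in which it was noticed. It leaves open whether that source is biological, as with the exposure to AMPH, or lies in the libraries.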

How the results depend on the processing

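The alternatives were set before the data were examined, except a pair on the comparison with TLDA that were chosen after seeing the data. For the changes listed here, the cause was not tested.

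The count of 1 miRNA past the threshold (of 330) was the same under 6 of 14 alternatives. It was 0 with a pseudocount of 0.5 (16 at an unadjusted p-value under 0.05) and with quantile normalization (16 unadjusted). The count was also 0 with animal FG185 left out (11 unadjusted) or counted as AMPH hyper (9 unadjusted). It was 0 with a mean of at least 50 (0 of 252, 8 unadjusted) and with the edgeR quasi-likelihood test (0 of 239, 6 unadjusted). In these last 2 settings miR-206-3p was removed by the filter and was not tested. The count was 6 with normalized counts past Dixon's limit, judged without the log2 scale, replaced by the trimmed mean of the group's other animals. These were miR-206-3p, miR-133a-3p, miR-133b-3p, miR-150-5p, miR-92a-1-5p and miR-155-5p, the last 2 named after their values were seen. The count ranged from 0 to 3 across the 14 fits that each left out one animal (0 in 11 fits, with 11 to 25 unadjusted in all fits), with 3 without AMPH hyper replicate 2.

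The count of 2 hairpins (of 476) was 1 with quantile normalization, 1 with robust eBayes, and 0 with limma without trend (21 unadjusted) and with animal FG185 left out (18 unadjusted) or counted as AMPH hyper (17 unadjusted). It was 2 or 3 under the other 9 alternatives, which include the replicate block with other calls. It ranged from 0 to 4 with one animal left out, with 4 without AMPH hyper replicate 2. The count of 11 ncRNAs (of 8454) was 7 with quantile normalization, 7 with median-of-ratios scaling, 1 with animal FG185 left out, and 0 with limma without trend (533 unadjusted) and with this animal counted as AMPH hyper (526 unadjusted). It was 22 with values past Dixon's limit replaced (20 higher, 2 lower) and 66 with DESeq2 (53 higher, 13 lower), and 11 of these 66 were among the 11 ncRNAs. With one animal left out it ranged from 0 to 33, with 33 without AMPH hyper replicate 2.

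The replicate numbers were also used as a replicate block, although the paper does not pair the animals. Residuals of the animals with the same number had a mean correlation of 0.139 for miRNAs (from −0.0900 to 0.548, over 0.1 in 3 of 7 pairs), 0.0988 for hairpins (3 of 7 pairs) and 0.0396 for ncRNAs (1 of 7 pairs). With the block the counts were 0 miRNAs (18 unadjusted), 0 ncRNAs (605 unadjusted) and 3 hairpins, of which 1 was higher and 2 were lower and only 1 was among the 2 hairpins called without the block.

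The count of Table 2 miRNAs past the threshold was 0 in the main test (3 unadjusted) and under 10 of 11 alternatives (1 to 4 unadjusted). It was 2 with values past Dixon's limit replaced, miR-133a-3p and miR-150-5p. With one animal left out it ranged from 0 to 1 (2 to 4 unadjusted), with miR-150-5p past the threshold without AMPH hyper replicate 2.

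Of the 21 miRNAs of S10 Table compared with TLDA, the count with the same direction was 17. It was 14 with the ratio of arithmetic group means (exact binomial test, p = 0.189) and 15 with animal FG185 counted as AMPH hyper (exact binomial test, p = 0.0784), and ranged from 16 to 19 with one animal left out. The count with a smaller fold-change by RNAseq was 16. It was 15 with arithmetic group means and 13 of 18 with S10 miRNAs with a mean of at least 50. It was 17 with animal FG185 left out and 18 with this animal counted as AMPH hyper, and ranged from 14 to 18 with one animal left out. With miR-122-5p of Table 2 included, both counts were 17 of 22, and without miR-214-3p they were 16 of 20 with the same direction and 15 of 20 with a smaller fold-change, alternatives chosen after seeing the data. The count of AMPH hyper animals with miR-206-3p was 6 under each of 4 alternatives and ranged from 5 to 6 with one animal left out, 5 where the animal left out was one that held it.

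The count of 3 tissue lists past the threshold was 0 with camera with estimated correlation (1 unadjusted), 0 with fry (1 unadjusted) and 1 with animal FG185 counted as AMPH hyper, where the muscle and mesenchyme lists were lost. It was 4 with no filter on low values, where the pancreas list was also tested and past the threshold (camera, adjusted p = 0.0144, median log2 fold-change 0.82). It ranged from 1 to 4 with one animal left out, with 1 without control replicate 1 or AMPH hyper replicate 6.

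The fold-changes of the 21 miRNAs of Table 2 and S10 Table that were set beside the paper's RNAseq values, which include miR-122-5p and not miR-214-3p, were reversed in 10 of 189 values under the alternatives and in 6 of 294 with one animal left out. With animal FG185 counted as AMPH hyper, the fold-change was −1.14 for miR-1-3p, 1.08 for miR-122-5p and −1.003 for miR-125a-5p. With arithmetic group means it was −1.38 for miR-1-3p, −1.04 for miR-204-5p and 1.07 for miR-146b-5p. With group medians it was −1.62 for miR-204-5p, 1.10 for miR-126a-3p and 1.01 for miR-191a-5p, and with quantile normalization 1.02 for miR-126a-3p. With one animal left out the fold-change of miR-223-3p ranged from −1.23 to 1.03, and was 1.03, 1.02 and 1.005 without control replicate 4, control replicate 5 and AMPH hyper replicate 3. It ranged from −1.16 to 1.002 for miR-126a-3p (1.002 without control replicate 6), from −1.15 to 1.03 for miR-191a-5p (1.03 without AMPH hyper replicate 7) and from −1.16 to 1.01 for miR-192-5p (1.01 without AMPH hyper replicate 3). The change of the 13 named features past the threshold was never reversed. It fell short of the threshold in 60 of 180 values under the alternatives and in 150 of 182 with one animal left out. The depth limits miRNAs where a few reads set the fold-change, among them miR-206-3p, miR-133b-3p, miR-214-3p, miR-204-5p and miR-429.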

Differences from the paper's values

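Of 22 fold-changes that the paper gives by RNAseq for 21 miRNAs, 4 differed from the values computed here in sign or by more than the standard error between animals on the log2 scale. The other 18 were within that error, which was wide for some, so that they are not shown to be equal. Among these were miR-1-3p (1.57 against the paper's 2.38), miR-204-5p (1.68 against 1.07) and miR-133a-3p (4.35 against 5.50). For miR-133b-3p the value was 9.31 against the paper's 3.25 in S10 Table. Of the alternatives set before the data were examined, a pseudocount of 10 gave 3.25 and the ratio of arithmetic group means 3.14, and with quantile normalization and with animal FG185 left out or counted as AMPH hyper the gap was also within the error, while with the other 4 it was not. For miR-205 the value was 1.64 against the paper's 3.03, and of these alternatives only the ratio of arithmetic group means, with 2.80, closed the gap. For miR-146b-5p the value was −1.12 against the paper's 1.05, and only the ratio of arithmetic group means, with 1.07, closed the gap. For miR-223-3p the value was −1.07 against the paper's 1.15 in S10 Table, and none of the 9 alternatives closed the gap. Table 2 of the paper gives −1.15 for the same miRNA, within the error of the value here.

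The paper marks miR-133a-3p, miR-375-3p and miR-429 in Table 2, and miR-1-3p in S10 Table, as different from control by RNAseq. None of them was past an adjusted p-value of 0.05 over all miRNAs here (limma). The paper gives its mark as a p-value under 0.05 and names no adjustment with it. At an unadjusted p-value under 0.05 were 3 of the 9 miRNAs of Table 2. These were miR-375-3p (limma, p = 0.00543) and miR-133a-3p (limma, p = 0.0249), which the paper marks, and miR-150-5p (limma, p = 0.0219), which it does not. miR-375-3p had a fold-change of 1.76 with 7 of 7 AMPH hyper animals above the control median and was past the threshold when adjusted over the list alone (adjusted p = 0.0489 from limma), but not with the exact permutation test adjusted in the same way (adjusted p = 0.0892). miR-133a-3p was past it with values past Dixon's limit replaced (adjusted p = 0.0372 from limma, 7 of 7 animals above the control median as deposited, log2 fold-change 2.73). miR-429 was past an unadjusted p-value of 0.05 with DESeq2, with a pseudocount of 10, with the replicate block and without control replicate 4, control replicate 7 or AMPH hyper replicate 2 (limma for all but DESeq2), and in the exact permutation test without AMPH hyper replicate 2 (p = 0.00699) or without control replicate 7 (p = 0.0466). For miR-1-3p, with a fold-change of 1.57 (exact permutation test, p = 0.533), no setting gave a p-value under 0.05. With values past Dixon's limit replaced, its fold-change was 2.38, the paper's value. The paper describes miR-1 and miR-133a as increased in the AMPH hyper group, and its evidence includes RT-qPCR of other animals. By arithmetic group means, in which the high control replicate 6 weighs most, miR-1-3p was lower here (−1.38).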

Other observations

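The tests of the muscle source, of the heart miRNAs and of the miR-206-3p reads of AMPH hyper replicate 2 were chosen only after the result was seen.

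Of 100 splits of the 14 animals into groups of 7, the real one included, 3 gave at least 1 miRNA past the threshold. For the 9 miRNAs of Table 2, 6 of the 100 splits gave at least 3 with an unadjusted p-value under 0.05, so that their number could arise by chance.

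Lists of miRNAs known from 10 tissues or cell types were tested with camera, and 9 had at least 2 members among the miRNAs tested (the pancreas list had fewer). The muscle list was higher in the AMPH hyper group (adjusted p = 3.38e-05, median log2 fold-change 2.15, higher for 5 of 6 miRNAs, of which 3 are in Table 2 or S10 Table). With miR-206-3p at the bound that its reads allow, this median was 1.98. The mesenchyme list was higher (adjusted p = 0.0159, median 0.58, higher for 7 of 7, 3 of them in the paper's tables), with a median of 0.31 with 1 member at its bound. The lymphocyte list was lower (adjusted p = 0.0120, median −0.43, lower for 5 of 5, 1 of them in the paper's tables), with a median of −0.27 with 1 member at its bound. The adjusted p-values of the others were 0.182 for epithelium (median 0.72), 0.322 for endothelium (−0.22), 0.331 for brain (0.61), 0.441 for liver (−0.12), 0.664 for myeloid (0.10) and 0.777 for erythroid miRNAs (−0.14). With an estimated correlation or with fry, 0 lists were past the threshold (1 unadjusted with each). The adjusted p-value of the muscle list was then 0.249 and 0.328, and those of the mesenchyme and lymphocyte lists 0.402 and 0.507. With animal FG185 left out, 2 lists were past the threshold, without mesenchyme (adjusted p = 0.168). With this animal counted as AMPH hyper, the lymphocyte list alone was past the threshold (adjusted p = 0.00195), and neither muscle (adjusted p = 0.0942, median 1.40) nor mesenchyme (adjusted p = 0.571) was. With one animal left out the count was 1 to 4, with 1 without control replicate 1 or AMPH hyper replicate 6. Of the 100 splits, 13 gave at least 3 lists past the threshold, so that this number of lists could arise by chance. The lists were written with knowledge of the averages of S11 Table.

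Control replicate 6 held 610 reads of miR-1-3p (at most 103 in the other controls) and 393 of miR-133a-3p (at most 48). A shift of the whole library is argued against by the median log2 deviation of its miRNAs from the other controls, −0.0265, within the range of −0.16 to 0.24 of the other controls. A source with the muscle miRNAs in the proportions of the AMPH hyper animals is also argued against. The 0 reads of miR-206-3p in this animal allow up to 0.492% of its miR-206-3p and miR-1-3p reads, against 13.3% in the AMPH hyper animals together and 10.4% to 25% in those that held it. Heart muscle taken up with the blood stays open as a candidate explanation, since the animal held 35 reads of miR-499-5p (at most 13 in another control) and 0 of miR-208a-3p, which had at most 3 reads in any library. These 2 heart miRNAs were named after their values were seen. The paper itself advises caution with transcripts of heart and skeletal muscle because blood was taken by cardiac puncture. No biological explanation was tested for this animal.

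Whether control replicate 3 (animal FG185) is a mislabelled sample was not settled by the counts, since it is a single library and most features do not separate the groups. On the 50 ncRNAs that best separated the other animals, its score was −0.580, where values under 0 lie on the side of the controls. The other controls scored between −1.14 and −0.296, and the AMPH hyper animals other than replicate 2 between 0.182 and 0.993. By this score 13 of 14 animals lay on the side of their label, against 10 of 14 by hairpins and 7 of 14 by miRNAs, so that only the ncRNAs separated the groups. With this animal left out or counted as AMPH hyper, 0 miRNAs and 0 hairpins were past the threshold (9 to 11 miRNAs and 17 to 18 hairpins unadjusted).

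AMPH hyper replicate 2 was the animal that lay on the other side, with a score of −1.40. Its miR-150-5p, 104295 normalized counts, was above the controls (30998 to 65231) and the other AMPH hyper animals (6710 to 29016). Without it, 3 miRNAs (miR-206-3p, miR-150-5p and, named after its values were seen, miR-92a-1-5p), 4 hairpins and 33 ncRNAs were past the threshold, and the log2 fold-change of miR-150-5p was −1.57 (adjusted p = 0.0212 from limma, lower than every control in the 6 other animals). A mislabelled sample and an AMPH hyper animal with a weak response cannot be told apart. AMPH hyper replicate 2 held 2 reads of miR-206-3p. The highest rate that 0 reads allow in the controls together gives 0.450, and the probability of at least 2 at that rate is 0.0753.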
